# Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers

**DOI:** 10.1186/s12864-023-09293-6

**Published:** 2023-04-17

**Authors:** Alex M. Mawla, Talitha van der Meulen, Mark O. Huising

**Keywords:** Epigenomics, Epigenetics, Diabetes, Chromatin, Enhancers, ATAC-Seq

## Abstract

**Background:**

High throughput sequencing has enabled the interrogation of the transcriptomic landscape of glucagon-secreting alpha cells, insulin-secreting beta cells, and somatostatin-secreting delta cells. These approaches have furthered our understanding of expression patterns that define healthy or diseased islet cell types and helped explicate some of the intricacies between major islet cell crosstalk and glucose regulation. All three endocrine cell types derive from a common pancreatic progenitor, yet alpha and beta cells have partially opposing functions, and delta cells modulate and control insulin and glucagon release. While gene expression signatures that define and maintain cellular identity have been widely explored, the underlying epigenetic components are incompletely characterized and understood. However, chromatin accessibility and remodeling is a dynamic attribute that plays a critical role to determine and maintain cellular identity.

**Results:**

Here, we compare and contrast the chromatin landscape between mouse alpha, beta, and delta cells using ATAC-Seq to evaluate the significant differences in chromatin accessibility. The similarities and differences in chromatin accessibility between these related islet endocrine cells help define their fate in support of their distinct functional roles. We identify patterns that suggest that both alpha and delta cells are poised, but repressed, from becoming beta-like. We also identify patterns in differentially enriched chromatin that have transcription factor motifs preferentially associated with different regions of the genome. Finally, we not only confirm and visualize previously discovered common endocrine- and cell specific- enhancer regions across differentially enriched chromatin, but identify novel regions as well. We compiled our chromatin accessibility data in a freely accessible database of common endocrine- and cell specific-enhancer regions that can be navigated with minimal bioinformatics expertise.

**Conclusions:**

Both alpha and delta cells appear poised, but repressed, from becoming beta cells in murine pancreatic islets. These data broadly support earlier findings on the plasticity in identity of non-beta cells under certain circumstances. Furthermore, differential chromatin accessibility shows preferentially enriched distal-intergenic regions in beta cells, when compared to either alpha or delta cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09293-6.

## Introduction

The evaluation of the transcriptional landscape through high-throughput bulk RNA sequencing in both mouse and human of major islet cell types has granted a deeper understanding of cellular identity and intercellular crosstalk within the pancreas. This has enabled the detection of distinct gene pattern signatures between major islet cell types in mouse and human [1–6]. However, gene expression represents the final outcome of a complex layer of genetic and epigenetic factors that determine islet cell fate [7–9] and identity [10, 11]. Previous studies have explored pancreatic islet cellular identity by evaluating epigenomic features such as methylation [12–14], histone modifications [15–18], and enhancer regulatory regions [19–24]. While each of these factors contributes to defining and maintaining cell fate and identity, connecting chromatin accessibility differences to epigenetic factors promises to provide further insight into outstanding questions within the field.

Chromatin remodeling is a central epigenetic regulator that can be surveyed in order to better understand cell states [20, 25–28]. The accessibility of chromatin via changes between euchromatin and heterochromatin, and nucleosome occupancy, plays a significant role in cell lineage determination and in tissue- and cell-specific gene expression [11, 25, 29]. Epigenetic stability is required for the maintenance of islet cell identity, while changes in chromatin accessibility are associated with perturbations in gene expression due to disease [7, 22, 30]. Chromatin accessibility in tandem with other epigenetic factors at promoter-proximal regions [29, 31] of a gene allows for direct activation or repression of transcription. In contrast, open chromatin at exonic [32], intronic [33], or distal-intergenic regions [34] can be accessed by regulatory factors that act as nearby or distal enhancers that govern lineage branching and stable cell fate.

Assay for transposase-accessible chromatin using sequencing (ATAC-Seq) allows for the unbiased, modification-independent evaluation of chromatin accessibility within cell types and can be run with relatively small sample input [30, 35]. Previous studies have explored transcriptional regulation in healthy and T2D human islet cells. Some of these studies have employed ATAC-Seq to specifically address chromatin accessibility differences in healthy [5, 11, 36, 37] and T2D [22, 23, 38, 39] human islets or human pancreatic progenitors [9] using bulk RNA-Seq through human antibody panels alongside FACS-purification or through single-cell sequencing (scATACSeq) [40–42]. However, none of these studies have explored pancreatic islet cell chromatin accessibility from mouse FACS-purified alpha, beta, and delta cells. Therefore, to better understand endocrine islet cell identity between mouse alpha, beta, and delta cells, we compared chromatin accessibility and transcriptome data for FACS-purified mouse alpha, beta, and delta cells sorted from pancreatic islets from triple transgenic reporter strains—﻿mIns1-H2b-mCherry beta cells crossed to mice with alpha or delta cells marked by YFP in a Cre-dependent fashion—that we generated for this purpose [1, 6]. This approach allowed for the direct comparison between ATAC-Seq and RNA-Seq datasets from alpha, beta, and delta cells we previously published from these exact same reporter lines [1, 6].

We integrated our ATAC-Seq data with high-quality transcription factor and histone binding data from other mouse pancreatic islet studies to evaluate how transcriptional activators and repressors may collectively regulate differential gene expression at promoter-proximal regions. To support the visualization and integration of our ATAC-Seq chromatin data and previously published transcriptome of the FACS-purified alpha, beta, and delta cells alongside select epigenomic datasets from histone marker and transcription factor Chromatin Immuno Precipitation (ChIP) data, we developed an R package, *epiRomics* [See: https://github.com/Huising-Lab/epiRomics]. This package is a novel, publicly available resource that is described in detail elsewhere [43]. In short, *epiRomics* allows for the visualization of integrated epigenomic data and visualizes putative enhancer regions without the requirement for extensive bio-informatics experience, with the intent of enabling more of our colleagues to tease apart key regions that may drive cell fate switching and maintenance between the major islet endocrine cell types. Through this approach we identified putative enhancer regions at distal-intergenic regions common to all 3 cell types as well as regions selectively accessible only in a single islet cell type and confirmed previously identified mouse pancreatic islet enhancers.

## Methods

### Experimental animals

All mouse experiments were approved by the UC Davis Institutional Animals Care and Use Committee and were performed in compliance with the Animal Welfare Act and the Institute for Laboratory Animal Research Guide to the Care and Use of Laboratory Animals. Animals were humanely euthanized using IACUC-approved methods of euthanasia in accordance with the American Veterinary Medical Association Guidelines for the Euthanasia of Animals. Mice were maintained in group housing (up to 4 mice per cage) on a 12 h light:12 h darkness cycle with water and standard rodent chow provided ad libitum. We adhered to the ARRIVE 2.0 guidelines for pre-clinical animal reporting where applicable. Our experimental design did not call for a control group as we determined the chromatin accessibility between different endocrine cells of the same tissue from the same animals. No animals were excluded from the experiments, and we observed no unexpected adverse events in the animals reported in this study. Blinding and randomization were not applicable to our study.

### Islet isolation and FACS sorting

mIns1-H2b-mCherry [1] x Rosa-LSL-YFP crossed to either Sst-Cre [44] or Gcg-Cre [45] triple transgenic mice were pooled by sex (3 male and 5 female mIns1-H2b-mCherry x Gcg-Cre x Rosa-LSL-YFP and 2 male and 5 female mIns1-H2b-mCherry x Sst-Cre x Rosa-LSL-YFP triple transgenic mice), each sample yielding a median of 20,000 cells, with islet isolation and FACS-sorting as previously described (Fig-S1) [1, 46–48].

All mouse experiments were approved by the UC Davis Institutional Animals Care and Use Committee and were performed in compliance with the Animal Welfare Act and the Institute for Laboratory Animal Research Guide to the Care and Use of Laboratory Animals. Animals were humanely euthanized using cervical dislocation as an IACUC-approved methods of euthanasia in accordance with the American Veterinary Medical Association Guidelines for the Euthanasia of Animals.

### Assay for transposase-accessible chromatin using sequencing

Single-end 50 bp reads were generated after library size selection yielded an average of 450 bp fragments and sequenced as previously described using NexteraDNA library protocol [30].

### Alignment and differential peak calling

Reads from each replicate (Table-S1) were evaluated for quality control and trimmed using FastQC and Trimmomatic, respectively [49–51]. A modified index of Gencode GRCm38.p4 (mm10) was built to exclude mitochondrial DNA prior to aligning reads with Bowtie 2 [52, 53]. Post-alignment, duplicates were marked using Picard Tools, blacklist regions were removed, and BAM files were converted into tagAlign format for downstream use. Peak calling and normalized bigwig generation was done using MACS2 [54]. Differential expression testing was performed using DiffBind’s edgeR method [55, 56].

### Quality control and validation

Quality control metrics were evaluated within raw reads as well as peak calls and compared against ENCODE standards for fraction of reads in peaks (FRiP), leading to the removal of one beta cell replicate with a FRiP score far below 0.3 (Table-S1; Fig. 1A-C) [57, 58].

**Fig. 1:**
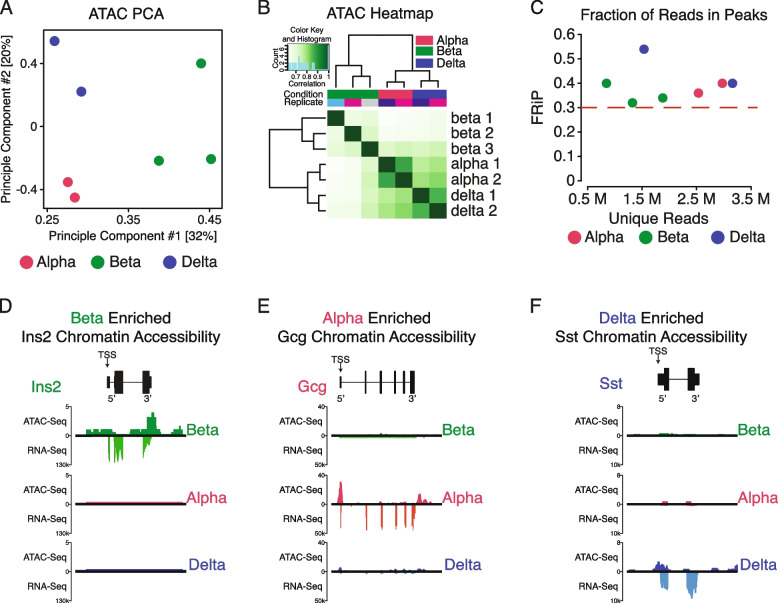
Validating alpha, beta, and delta chromatin accessibility ATAC Seq. **A** Dimensional reduction through principal component analysis across seven samples from all three cell types (See Table-S1 for details). All three cell type’s replicates clustered closer together and separate from other cell types. **B** Heatmap further confirming quality of replicates and similarity between replicates within each cell type. **C** Fraction of Reads in Peaks (FRiP) score evaluation across samples, confirming high library complexity irrespective of depth of sequencing. **D-F** Confirming chromatin normalized accessibility at the TSS (arrows) against normalized bulk RNA-Seq expression in key islet cell type-specific marker gene regions—*Ins2, Gcg,* and *Sst*—in beta, alpha, and delta cells, respectively

### Downstream analysis

Transcription factor motif analysis and validation against existing ChIP data was performed through a modified script utilizing chromVar [59], regioneR [60], GenomicRanges [61], and motifmatchr [62] using the HOCOMOCO database [63]. Pathways analysis on differential chromatin accessibility was performed using the R Bioconductor packages ChIPseeker [64], ReactomePA [65], and clusterProfiler [66]. Gene expression and ATAC-Seq congruence testing was performed using log2FC values from both differential, companion analyses, and visualized using the R package pheatmap. Evaluation of gene expression changes across cell types was performed on RPKM values processed used Cluster 3.0, and visualized using the R package pheatmap.

### Enhancer identification

We developed a novel R package, *epiRomics*, to integrate our chromatin accessibility data alongside aggregated pancreatic islet ChIP and histone data to identify putative enhancer regions, as described [43]. The package, example data, and vignette can be found at: https://github.com/Huising-Lab/epiRomics and an interactive browser of the results from this manuscript is publicly available at: https://www.huisinglab.com/epiRomics_2021/index.html.

### Integrated data

Mouse alpha, beta, and delta (GEO: ﻿GSE80673), alongside alpha- and delta- transdifferentiated beta (GEO: GSE88778) transcriptomes were integrated into this analysis [6, 67]. Aggregated ChIP datasets of transcription factors and histone marks were added to the analysis through *epiRomics* [43] to identify putative enhancer regions (Table-S2).

## Results

### ATAC-Seq validation

To determine whether chromatin accessibility patterns differed between islet endocrine cell types, principal component analysis (PCA) was applied to peak calls across all samples. This confirmed that replicates clustered by cell type (Fig. 1A), a finding that was further validated by heatmaps using all defined peaks across replicates (Fig. 1B). 

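ATAC-Seq uses the Tn5 transposase to cut and tag DNA where chromatin is open. Alpha, beta, and delta cells were FACS-sorted from islets of reporter mice pooled by sex, in which H2b-mCherry driven by an Ins1 promoter marks beta cells and Cre-activated YFP marks alpha or delta cells. The data used here are the peak calls of 7 libraries on GRCm38 (mm10), with 2 alpha, 3 beta, and 2 delta replicates and both sexes in every cell type. The authors trimmed single-end reads, aligned them with Bowtie 2, marked duplicates, removed blacklist regions, and called peaks with MACS2 in each library on its own. The paper's Table-S1 lists 20000 sorted cells for every library except delta 2, which had 13500. It lists 2500000 and 3000000 unique reads for alpha 1 and 2, 900000, 1300000, and 1900000 for beta 1, 2, and 3, and 3200000 and 1500000 for delta 1 and 2. Intervals that a list repeats for several summits were counted once. The lists then held 131151 and 111961 peaks for the alpha replicates, 518503, 91089, and 103935 for the beta replicates, and 158066 and 75860 for the delta replicates. Every list extends down to a -log10 p of 2.01, and the p-values and q-values are the authors'. Within a list, peaks were ranked by p and filtered by q. Peaks with a -log10 q of at least 2 numbered 52057 and 49047 in the alpha lists, 25903, 32047, and 38058 in the beta lists, and 47042 and 41683 in the delta lists. Beta 1, the library with the fewest unique reads, therefore had the longest list as deposited and the shortest at this stricter threshold. The share of peaks on the Y chromosome was 0.0816% to 0.121% in the 3 libraries that Table-S1 lists as female and 0.442% to 3.52% in the 4 listed as male. Sex does not tell beta 1 from beta 3, both male, nor a cell type from another. The names of the 3 deposited beta lists carry another cell type than their labels, so every beta value here rests on the labels. From here on, peaks were compared as present or absent. Reads per region, on which the differential test of the paper rests, are not part of the peak lists.

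**Figure D1:**
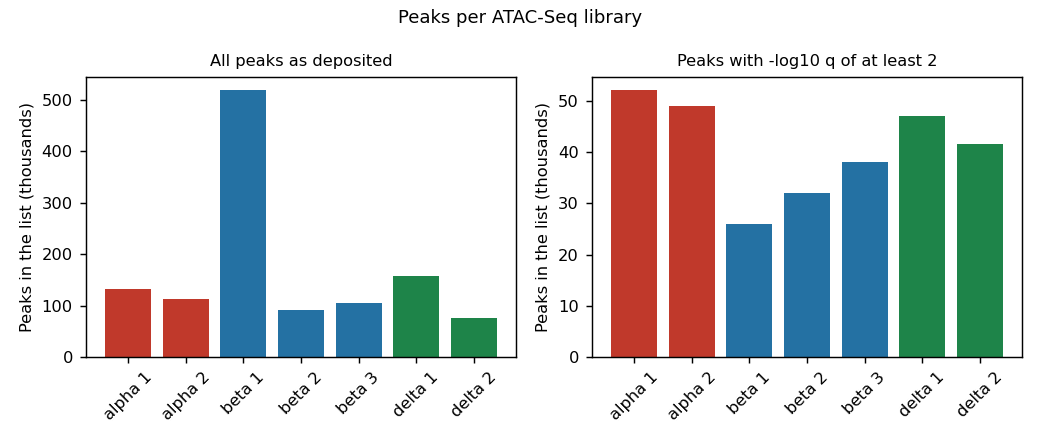
Number of peaks (in units of 1000) in the list of each library, for all peaks as deposited and for peaks with a -log10 q of at least 2. Each bar is 1 library, and beta 1 is the highest bar with all peaks and the lowest with the stricter threshold.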

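To compare libraries, peaks that overlap by at least 1 bp were merged across the 7 lists, and regions called in at least 2 libraries were kept. The Jaccard index of a pair of libraries, the regions called in both divided by those called in either, averaged 0.419 over the 5 pairs within a cell type and 0.397 over the 16 pairs between cell types. A difference of at least 0.0227 arose in 36 of the 210 assignments of the libraries to groups of 2, 3, and 2 (one-sided exact permutation test, p = 0.171). The alpha pair reached 0.506 and the delta pair 0.501, whereas the beta pairs lay between 0.338 and 0.380. The nearest library was of the same cell type for 5 of the 7 libraries. The exceptions were beta 1, nearest to delta 1 at 0.459, and beta 3, nearest to delta 2 at 0.418. Among peaks with a -log10 q of at least 2, the mean rose to 0.591 within and 0.496 between cell types, a difference of 0.0950 that 6 assignments reached (one-sided exact permutation test, p = 0.0286). There the nearest library was of the same cell type for 6 of the 7, and beta 3 stayed nearest to delta 2, at 0.537. With the 50000 peaks of lowest p from each list the difference was 0.0745 (one-sided exact permutation test, p = 0.0286), and the nearest library was of the same cell type for all 7. With the full lists the difference was 0.0930 without beta 1 and -0.000330 without alpha 1, which also removes the alpha pair. When cell types were permuted only among libraries of the same sex, 20 of 72 assignments gave a difference as large with the full lists (one-sided exact permutation test, p = 0.278) and 4 of 72 at the stricter threshold (one-sided exact permutation test, p = 0.0556), where 0.0278 is the smallest p this design allows. The paper compares cell types from the same animals but does not state which libraries share mice. Alpha and delta cells came from different reporter lines, so only a beta library can share mice with an alpha or delta library. The permutations take no account of shared mice, which could raise the similarity of such pairs. From the PCA and the heatmap of all defined peaks, the paper concludes that replicates clustered by cell type.

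**Figure D2:**
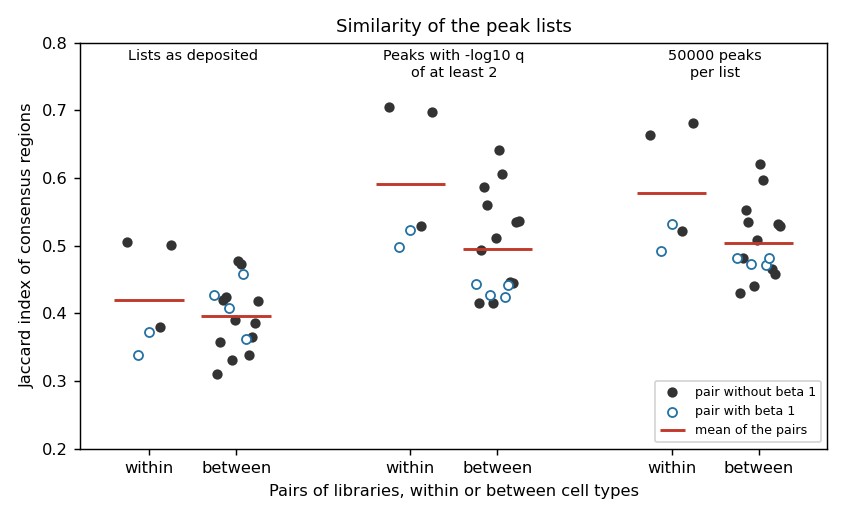
Jaccard index of each pair of libraries, within and between cell types, for the lists as deposited, for peaks with a -log10 q of at least 2, and for 50000 peaks per list. Each circle is a pair, open circles are pairs with beta 1, and red lines are means. The means within and between cell types lie closest together for the lists as deposited.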

Alongside quality control applied through the generation and analysis of this dataset, the fraction of reads in peaks (FRiP) score was in excess of the commonly applied benchmark of 30% (Fig. 1C). Furthermore, the FRiP score was independent of variability in unique read depth, indicating that peak calls were reproducible across all replicates within cell types independent of read depth range.

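The unique reads of the paper's Table-S1 were set against 3 measures across the 7 libraries. With Pearson's r and Spearman's rho this makes 6 tests, each a two-sided exact permutation test over all 5040 orders of the libraries. The FRiP scores of the same table lay between 35% and 55%, and their relation to unique reads had r = -0.276 (exact permutation p = 0.621) and rho = -0.334 (exact permutation p = 0.486). The number of peaks in the deposited list had r = -0.445 (exact permutation p = 0.398) and rho = 0.179 (exact permutation p = 0.713). The Benjamini-Hochberg adjusted value was 0.713 for each of these 4 tests. Beta 1 joins the fewest unique reads to by far the longest list, of 518503 peaks, and no correlation was computed without it. The values for the deposited lists therefore do not show that list length is unrelated to depth in the other libraries. The number of peaks with a -log10 q of at least 2 rose with depth, with r = 0.873 (exact permutation p = 0.0145, adjusted 0.0869) and rho = 0.821 (exact permutation p = 0.0341, adjusted 0.102), so neither test passed 0.05 after adjustment. Without alpha 2 and delta 1, the libraries farthest from the median depth, r was 0.933 for this measure, -0.582 for all peaks, and -0.417 for the FRiP score. Fig. 1C draws the FRiP score of beta 2 lower than Table-S1 gives it, and the table was used. The 3 female and 4 male libraries are too few for a value within each sex. Beta libraries were 3 of the 4 with the fewest unique reads, so depth and cell type overlap.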

### Validation of islet cell chromatin accessibility data coupled to companion transcriptomes

We then checked for the presence of chromatin peak enrichment for established alpha, beta, and delta marker genes. We expected enriched ATAC signal at promoter-proximal regions near the transcription start site (TSS) as a reflection of chromatin accessibility. Indeed, cell type-specific chromatin accessibility correlated with gene expression of *Ins2*, *Gcg*, and *Sst* genes for beta, alpha, and delta cells, respectively (Fig. 1D-F) [4, 6, 68]. 

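Chromatin at a TSS was scored as open when a library had a peak within 1 kb of the 5' end of the gene in the GENCODE annotation. The rank of such a peak in its own list is given as a percentile by -log10 p. It ranks peaks within a list only, and a list with many weak peaks, such as that of beta 1, gives a weak peak a higher percentile than the other lists do. A call is either present or absent, so the number of replicates that have it is the measure of spread. Gcg (ENSMUSG00000000394.15, chromosome 2, 62474530 to 62483650, minus strand) had a TSS peak in both alpha replicates, at percentiles 94.1 and 91.6, in delta 2 at 47.1, and in no beta replicate. A window of 3 kb held a peak in all 7 libraries. Sst (ENSMUSG00000004366.4, chromosome 16, 23889573 to 23890958, minus strand) had a TSS peak in both delta replicates, at percentiles 17.1 and 14.4 and with a -log10 q under 2, in beta 1 at 95.5 and with a -log10 q of 2.34, the only one past 2, and in no alpha replicate. Ins2 (ENSMUSG00000000215.11, chromosome 7, 142678656 to 142743381, minus strand) is annotated from the start of a long transcript that lies far upstream of its other starts, and there only beta 3 had a peak, at percentile 45.3. Around the cluster of transcript starts between 142679533 and 142679726, beta 1 had a peak from 142679663 to 142680038 at percentile 85.6 and beta 3 a peak from 142678951 to 142679150 at percentile 0.303, while beta 2 and the alpha and delta replicates had none. A further start at 142699510 had a peak in delta 2 alone, at percentile 35.2. No peak at any of these Ins2 starts reached a -log10 q of 2.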

After confirming chromatin accessibility in key cell-identity markers, we sought to compare and contrast select regions identified from prior groups that evaluated chromatin accessibility in human islets [5, 12, 38], as well as to further query whether chromatin was always uniquely enriched on a panel of cell type-specific genes across alpha (*Arx, Ttr, Gc)*, beta (*Ucn3, MafA, Pdx1)*, and delta cells (*Pdx1, Hhex, Rbp4, Ghsr*) (Fig. 2; Fig-S2). Many of these genes demonstrated overall strong concordance between cell type-enriched gene expression and cell type-specific enrichment of available chromatin. 

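Both alpha and both delta replicates had a TSS peak at each of the 5 genes that follow, so the libraries differ at them in the beta replicates. Ttr (ENSMUSG00000061808.4, chromosome 18, 20665280 to 20674321, plus strand) ranked at percentiles 85.0 and 77.9 in the alpha lists and 78.0 and 59.8 in the delta lists, with peaks in beta 1 and beta 3. Ucn3 (ENSMUSG00000044988.7, chromosome 13, 3940688 to 3945349, minus strand) had peaks in beta 1 at percentile 94.7 and beta 3 at 17.1. It ranked at 69.9 and 55.1 in the alpha lists and 81.3 and 46.2 in the delta lists. The peaks of alpha 1, delta 1, and delta 2 reached a -log10 q of 2, and that of beta 1 did not in spite of its high percentile. Hhex (ENSMUSG00000024986.12, chromosome 19, 37434810 to 37440731, plus strand) ranked at 91.3 and 69.4 in the delta lists and 65.6 and 72.7 in the alpha lists, with a peak in beta 1. Rbp4 (ENSMUSG00000024990.13, chromosome 19, 38116629 to 38125281, minus strand) had no TSS peak in any beta replicate, and Ghsr (ENSMUSG00000051136.1, chromosome 3, 27371351 to 27378010, plus strand) had one in beta 1. Among peaks with a -log10 q of at least 2, no beta replicate had a TSS peak at any of these 5 genes. The beta libraries had the fewest such peaks, so this does not show a less open TSS. For Ucn3, the paper's Dataset-S2 gives higher TSS accessibility in beta cells, with log2 differences of -1.83 for alpha against beta and 1.26 for beta against delta cells. For Ttr, Hhex, Rbp4, and Ghsr it gives lower accessibility in beta cells wherever it lists a comparison with them. With a window of 3 kb the number of libraries with a peak rose from 6 to 7 for Ttr, from 6 to 7 for Ucn3, from 4 to 5 for Rbp4, and from 5 to 6 for Ghsr, and stayed at 5 for Hhex. Esr1 (ENSMUSG00000019768.16, chromosome 10, 4611593 to 5005614, plus strand), named in the legend of Fig. 2, had a TSS peak in both alpha and both delta replicates and in beta 1, of which only that of alpha 2 reached a -log10 q of 2.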

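Mafa (ENSMUSG00000047591.5, chromosome 15, 75745490 to 75748228, minus strand) had a TSS peak in all 7 libraries, at percentiles 95.9 to 96.9 in the alpha lists, 93.0 to 98.9 in the beta lists, and 92.6 to 95.8 in the delta lists, and each peak reached a -log10 q of 2. Gc (ENSMUSG00000035540.12, chromosome 5, 89417522 to 89457898, minus strand) also had a TSS peak in all 7 libraries. It ranked at percentiles 93.4 to 94.6 in the alpha lists and 78.5 to 93.3 in the delta lists, and at 96.7, 32.7, and 66.9 in the lists of beta 1, 2, and 3. Pdx1 (ENSMUSG00000029644.7, chromosome 5, 147269959 to 147275848, plus strand) had a TSS peak in both alpha replicates, at 60.7 and 78.0, in both delta replicates, at 81.5 and 64.2, and in beta 1 and beta 3, at 87.6 and 85.9. Beta 2 had none.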

For some of these genes – notably MafA, Pdx1, and Gc, the chromatin at the TSS is accessible in multiple islet cell types, while the corresponding transcripts are more restricted. This validated the utility of ATAC-Seq data to detect determinants of gene expression.

**Fig. 2:**
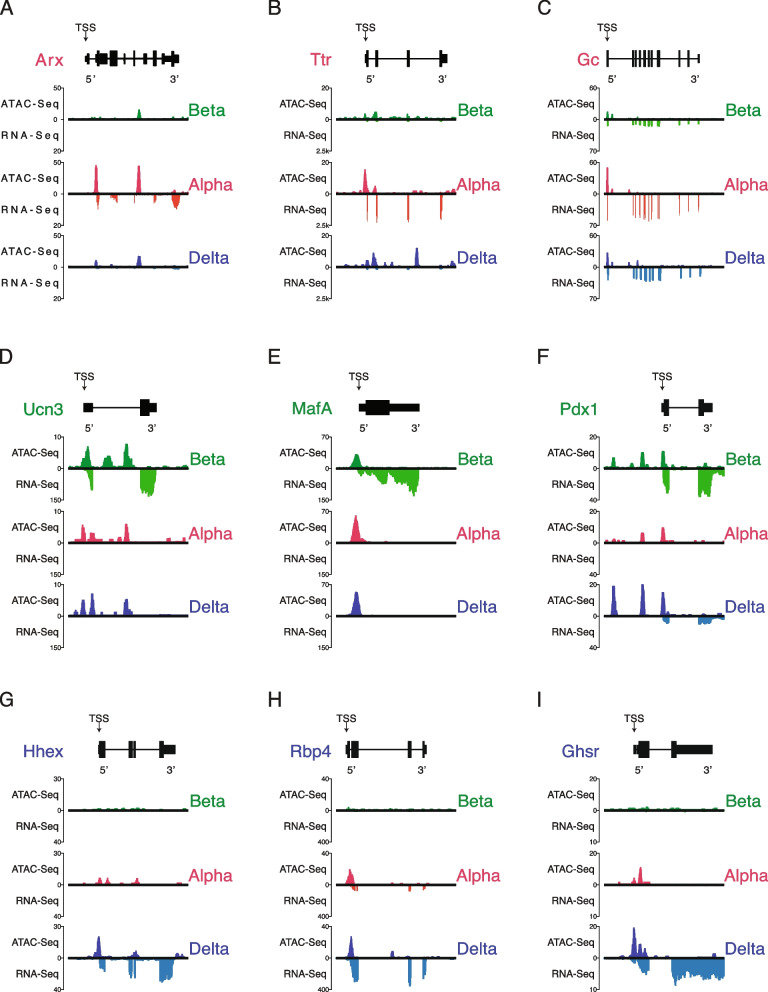
Validating chromatin accessibility ATAC Seq alongside companion RNA-Seq expression in alpha, beta, and delta cells against hallmark genes governing its respective cell’s identity. All genes are oriented for 5’ to 3’ end. **A-**C Normalized chromatin accessibility and transcript expression across alpha cell hallmark genes *Arx, Ttr,* and *Gc*. **D-F** Normalized chromatin accessibility and transcript expression across beta cell hallmark genes *Ucn3, Esr1,* and *Pdx1.* G-I: Normalized chromatin accessibility and transcript expression across delta cell hallmark genes *Hhex, Rbp4,* and *Ghsr*

### The chromatin landscape of the annotated genome across cell types

As genes make up a small fraction of the entire genome, we determined the overall distribution of peaks across the annotated genome within each cell type. We defined five regions of interest to further explore – promoter-proximal, intronic, exonic, downstream, or distal-intergenic (Fig. 3A). 

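Merging the 7 peak lists gave 834695 regions, of which 133698 were called in at least 2 libraries. Among peaks with a -log10 q of at least 2, the alternative that moved this count most, it was 51202. Regions called in at least 2 replicates of a cell type numbered 45594 in alpha, 56240 in beta, and 45225 in delta cells. The beta count was 22434 among peaks with a -log10 q of at least 2, 26788 without beta 1, and 35686 without beta 3. Leaving out a replicate of a pair leaves a single list for that cell type, so its count becomes the length of that list, between 111961 and 131151 for alpha and between 75860 and 158066 for delta cells. Of the 82957 regions open in at least 1 cell type by this rule, 29.3% were open in all 3 and 27.8% in beta cells alone. The share open in beta cells alone was 8.21% among peaks with a -log10 q of at least 2 and 12.9% with 50000 peaks per list.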

We identified a consensus set of 124,494 peaks marking open chromatin through the R package DiffBind. This number is comparable to the number of open regions found in previous studies of pancreatic islet chromatin accessibility [11, 38–40] (Dataset-S1). 

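A TSS peak in at least 2 replicates was found in alpha cells at 12439 of 21911 protein-coding genes, or 56.8% (Wilson 95% confidence interval 56.1% to 57.4%). It was found at 56.1% in beta cells (55.4% to 56.7%) and 54.1% in delta cells (53.4% to 54.7%). Dataset-S2 of the paper lists genes with differential TSS accessibility and the cell type with the higher expression. A TSS peak in at least 2 replicates of that cell type was found at 40.0% of the 1411 genes expressed more highly in alpha cells (37.5% to 42.6%), 50.1% of the 798 in beta cells (46.7% to 53.6%), and 46.0% of the 1087 in delta cells (43.1% to 49.0%). With a window of 3 kb on either side of the 5' end, these shares were 51.8%, 64.2%, and 55.9%, and with 1 kb around any transcript start they were 46.1%, 60.8%, and 51.6%. The authors chose the genes of Dataset-S2 on these libraries, so the shares are not independent of that choice. Incongruent genes, listed as less accessible in the cell type that expresses them more, are counted with the congruent ones. A peak in at least 2 of 3 beta lists is also an easier rule than a peak in both lists of another cell type. The intervals cover counting error only.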

We then evaluated the distribution of called peaks present in at least two replicate within 3 kb upstream of the TSS and confirmed that a majority of genes enriched in each islet cell type were accompanied by promoter-proximal peaks (Fig. 3B-D). 

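Each peak or region was assigned in ChIPseeker's order to the promoter-proximal class, within 3 kb of a TSS on either side, then to UTR, exon, intron, downstream, and distal-intergenic classes. Per library, the promoter-proximal share of all peaks was 28.1% ± 2.45 (SD, n = 2) for alpha, 24.6% ± 7.34 (SD, n = 3) for beta, and 29.7% ± 7.58 (SD, n = 2) for delta cells. The intronic share was 31.8% ± 0.149, 29.1% ± 1.97, and 29.7% ± 0.397, and the distal-intergenic share 36.7% ± 2.50, 43.2% ± 6.92, and 37.6% ± 7.13, in the same order. Differences between cell types were tested by the between-group sum of squares over the 210 assignments of the libraries, an exact permutation test without direction. The exact permutation p was 0.752 for the promoter-proximal, 0.219 for the intronic, and 0.467 for the distal-intergenic share, and 0.833, 0.361, and 0.5 when permuted within sex. With all peaks and both stricter thresholds counted, 9 such tests were made. The lowest p was that of the intronic share among peaks with a -log10 q of at least 2, which was 27.3% ± 0.768 in alpha, 23.5% ± 0.421 in beta, and 25.8% ± 0.226 in delta cells. The exact permutation p of this test was 0.00952, the smallest that the design allows, with a Benjamini-Hochberg adjusted value of 0.0857. Within sex it was 0.0278, again the smallest possible, with an adjusted value of 0.25. With 50000 peaks per list the intronic shares were 27.3%, 26.7%, and 26.8% in the same order, with an exact permutation p of 0.571.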

The distribution of ATAC-Seq peaks across different pre-defined genomic areas was overall similar across alpha, beta, and delta cells. For each endocrine cell type between 21.98–24.88% of open chromatin was promoter-proximal, whereas promoter-proximal areas account for 2.41% of the mouse genome. 

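Among regions called in at least 2 replicates, 43.5% were promoter-proximal in alpha cells (19843 of 45594, Wilson 95% confidence interval 43.1% to 44.0%), 36.4% in beta cells (36.0% to 36.8%), and 42.7% in delta cells (42.2% to 43.2%). Most of these lie close to the TSS, since 37.0%, 29.5%, and 35.8% of all regions were within 1 kb of it. Regions of the same widths placed at random were promoter-proximal in 16.8%, 16.6%, and 16.9% of cases, so the observed shares were 2.60, 2.20, and 2.53 times the random ones. Of the genome itself, 15.1% lies within 3 kb of an annotated TSS. With only the 3 kb upstream of each TSS counted, the share of the genome was 8.57% and that of open regions 37.1% in alpha, 29.8% in beta, and 36.2% in delta cells. The stricter peak threshold moved the beta share most, to 53.0%. The beta share was 49.8% without beta 1. Leaving out a replicate of a pair leaves a single list, to which the rule of 2 replicates no longer applies, and the alpha share was then 29.9% or 26.4% and the delta share 35.0% or 24.3%.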

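The distal-intergenic share was 26.9% in alpha (Wilson 95% confidence interval 26.5% to 27.3%), 34.4% in beta (34.0% to 34.8%), and 27.7% in delta cells (27.2% to 28.1%). Random placement gave 46.8%, 47.1%, and 46.6%, so that distal-intergenic regions were less frequent than at random by factors of 0.574, 0.730, and 0.593. Without beta 1 the beta share was 26.4%. Leaving a single delta list, without delta 2, gave 42.6%.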

A further 34.92–38.33% of peaks for all cell types were found on distal-intergenic regions (Fig. 3E-G). Finally, we noted that between 33.07- 33.65% of peaks occurred on intronic regions (first or other), relative to the 37.7% of the mouse genome classified as intronic [69].

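The share of open regions in introns was 26.4% in alpha (Wilson 95% confidence interval 26.0% to 26.8%), 26.0% in beta (25.6% to 26.4%), and 26.5% in delta cells (26.1% to 26.9%), against 32.1%, 32.3%, and 32.2% at random and 32.4% of the genome. Because promoter windows take precedence over introns, counting only the 3 kb upstream of a TSS raised these shares to 29.7%, 29.1%, and 29.8%, and the intronic share of the genome to 36.1%. The remaining exonic, UTR, and downstream classes each held less than 2% of the regions.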

**Fig. 3:**
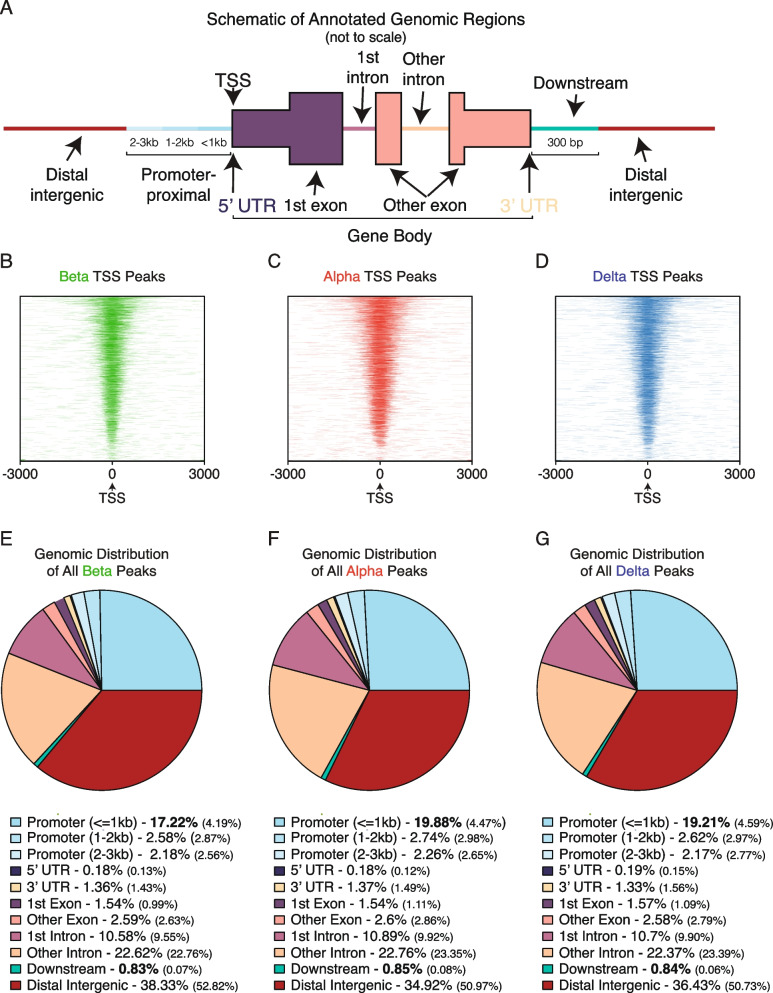
Evaluating chromatin accessibility ATAC Seq similarities and differences across all three cell types. **A** Schematic of annotated genomic regions – promoter proximal, intronic, exonic, distal-intergenic, or downstream. **B-D** TSS peak (defined as 3 kb up or downstream each respective gene) chromatin accessibility density across beta, alpha, and delta cells. **E–G** Distribution of chromatin peaks within each cell type across the annotated genome against a background genome distribution (in parenthesis)

### Regional differences and characteristics of differentially enriched chromatin

As our overall distribution of ATAC-Seq peaks across different genomic regions was consistent across alpha, beta, and delta cells, we compared differential chromatin accessibility between these cell types in greater detail. To this end, we performed pairwise differential ATAC-Seq peak enrichment testing across alpha, beta, and delta cells. 

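Peak lists hold no read counts per region, so a region was called selective for a cell type when at least 2 of its replicates had a peak there and no replicate of the compared cell type did. Between alpha and beta cells, 7403 regions were alpha-selective and 19687 beta-selective. The other pairs gave 7189 alpha-selective and 6888 delta-selective regions between alpha and delta cells, and 17690 beta-selective and 6699 delta-selective regions between beta and delta cells. The totals were 27090, 14077, and 24389. Without beta 1 the beta-selective counts were 3566 against alpha and 2598 against delta cells, and among peaks with a -log10 q of at least 2 they were 2894 and 2130. Without beta 2 they were 10246 and 8951, and without beta 3 10145 and 8767. Leaving out a replicate of a pair lets a single list decide, which raised the alpha-selective counts to between 54747 and 73521 against beta and between 58259 and 82397 against delta cells. It raised the delta-selective counts to between 29261 and 101476 against alpha and between 26987 and 91005 against beta cells. Fewer lists of the compared cell type also raise a count. Without beta 1 there were 14559 alpha-selective and 12456 delta-selective regions against beta cells, without delta 1 there were 13073 alpha-selective regions against delta cells, and without alpha 2 there were 11996 delta-selective regions against alpha cells. A total as large as the real one arose in 2 of the 10 splits of the alpha and beta libraries, in 1 of the 3 splits of the alpha and delta libraries, and in 4 of the 10 splits of the beta and delta libraries, the real splits included.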

Out of 124,494 identified consensus regions of open chromatin across the three cell types, 18,409 (14.8%) differentially enriched peaks (*p*-value <  = 0.05) were identified between alpha and beta (Fig. 4A), 12,722 (10.2%) between alpha and delta (Fig. 4B), and 16,913 (14.6%) between beta and delta cells (Fig. 4C).

**Fig. 4:**
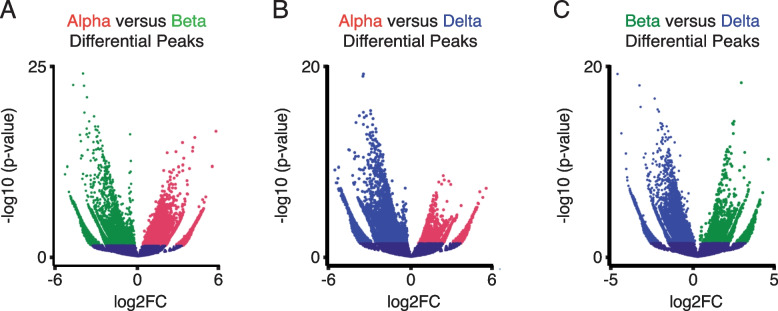
Comparing chromatin accessibility through differential enrichment analysis across alpha, beta, and delta cells. **A** Differential chromatin accessibility peaks between alpha and beta ATAC Seq data. A total of 18,409 peaks were considered differentially enriched at *p*-value <  = 0.05 (Dataset-S1). **B** Differential chromatin accessibility peaks between alpha and delta ATAC Seq data. A total of 12,722 peaks were considered differentially enriched at *p*-value <  = 0.05 (Dataset-S1). **C** Differential chromatin accessibility peaks between beta and delta ATAC Seq data. A total of 16,913 were considered differentially enriched at *p*-value <  = 0.05 (Dataset-S1)

After performing differential peak enrichment testing, we discovered that 22.89% of all differentially enriched peaks between alpha and beta cells were promoter-proximal (0-3 kb) (Fig. 5A). A further 33.22% of differential peaks were linked to distal-intergenic regions and another 33.61% of differential peaks were intronic (first and other combined) (Fig. 5A). This assessment of differential peaks without considering the direction of enrichment revealed no major difference with overall peak distribution described earlier (Fig. 3). However, when factoring in the direction of enrichment we observed that 35.08% of alpha cell-enriched peaks was promoter-proximal. In contrast, only 12.5% of beta cell enriched peaks occurred in promoter-proximal areas (Fig. 5B). Instead, a majority of ATAC peaks enriched in beta cells were located at distal-intergenic regions (45.41%) (Fig. 5B).

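Over both directions together, 19.1% of the regions selective between alpha and beta cells were promoter-proximal, 44.7% distal-intergenic, and 32.6% intronic. The beta-selective regions make up 72.7% of this set. With a -log10 q of at least 2 the alpha-selective regions outnumbered them (7702 and 2894), and the set was promoter-proximal in 28.4%, distal-intergenic in 33.6%, and intronic in 34.2%.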

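By direction, 25.9% of alpha-selective regions were promoter-proximal (Wilson 95% confidence interval 24.9% to 26.9%), against 16.5% of beta-selective regions (16.0% to 17.0%), a difference of 9.44 percentage points. Distal-intergenic regions made up 33.8% of the alpha-selective set (32.7% to 34.9%) and 48.8% of the beta-selective set (48.1% to 49.5%), a difference of -14.99 points. Regions are not replicates, so the differences were compared with those of the 10 splits of the 5 libraries into groups of 2 and 3. The two-sided exact permutation p was 0.3 for the promoter-proximal and 0.2 for the distal-intergenic difference, where the smallest p possible is 0.1. Without alpha 2, and so with alpha 1 alone deciding, the promoter-proximal difference was -1.46 points, and without alpha 1 it was 2.43. The distal-intergenic difference was -2.29 points without alpha 2 and -7.15 without alpha 1. Introns held 36.5% of alpha-selective and 31.1% of beta-selective regions.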

**Fig. 5:**
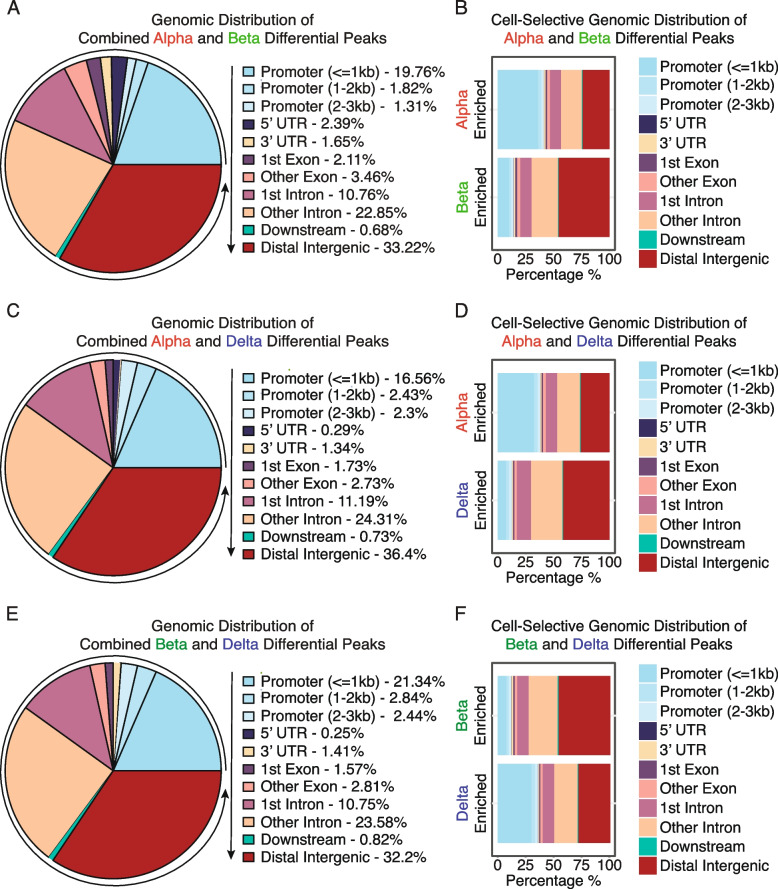
Regional differences and characteristics of differentially enriched peaks between alpha, beta, and delta cells. **A** Distribution of regional preference across the annotated genome of differentially enriched peaks between alpha and beta cells. **B** Regional preference breakdown of differentially enriched peaks between alpha and beta cells, indicating prevalence of enrichment for each cell type and genomic annotation. Differentially enriched chromatin favored promoter-proximal peaks in alpha cells, and distal-intergenic regions in beta cells. **C** Distribution of regional preference across the annotated genome of differentially enriched peaks between alpha and delta cells. **D** Regional preference breakdown of differentially enriched peaks between alpha and delta cells, indicating prevalence of enrichment for each cell type and genomic annotation. Differentially enriched chromatin favored promoter-proximal peaks in alpha cells, and distal-intergenic regions in delta cells. **E** Distribution of regional preference across the annotated genome of differentially enriched peaks between beta and delta cells. **F** Regional preference breakdown of differentially enriched peaks between beta and delta cells, indicating prevalence of enrichment for each cell type and genomic annotation. Differentially enriched chromatin favored promoter-proximal peaks in delta cells, and distal-intergenic regions in beta cells

Between alpha and delta cells, we identified that 21.29% of differentially enriched peaks occurred promoter-proximally. 

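Of the regions selective between alpha and delta cells, 21.0% were promoter-proximal, 37.8% distal-intergenic, and 37.4% intronic. With a -log10 q of at least 2 these shares were 23.4%, 36.4%, and 36.1%.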

Another 36.4% of peaks occurred on distal intergenic regions and 35.5% on intronic regions (Fig. 5C). A similar preference of alpha cell-enriched peaks in promotor-proximal regions was evident when comparing alpha to delta cells, with 30.33% of all enriched alpha peaks occurring promoter-proximally, but only 9.56% of delta cell peaks. Instead, 38.41% of delta cell enriched peaks were distal-intergenic (Fig. 5D).

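Promoter-proximal regions made up 22.6% of the alpha-selective set (Wilson 95% confidence interval 21.7% to 23.6%) and 19.3% of the delta-selective set (18.4% to 20.3%), 3.31 percentage points apart. Distal-intergenic regions made up 36.5% (35.4% to 37.7%) and 39.1% (38.0% to 40.3%), a difference of -2.58 points. The 4 libraries give 6 assignments to the cell types, and the two-sided exact permutation p was 0.333 for the promoter-proximal difference, the smallest this design allows, and 0.667 for the distal-intergenic one. Both directions reversed when either alpha list stood alone, where the rule of 2 replicates no longer applies. The promoter-proximal difference was -1.21 points without alpha 1 and -6.57 without alpha 2, and the distal-intergenic difference 2.72 and 7.99. With a single delta list the promoter-proximal difference rose to 7.41 points without delta 1 and 9.56 without delta 2.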

Lastly, between beta and delta cells, 26.62% of all differentially enriched peaks were promoter-proximal, 32.2% distal intergenic, and 34.33% on intronic regions (Fig. 5E). 

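Of the regions selective between beta and delta cells, 19.6% were promoter-proximal, 44.2% distal-intergenic, and 32.5% intronic. With a -log10 q of at least 2 these shares were 27.9%, 33.8%, and 34.4%.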

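By direction, 48.0% of the regions selective for beta over delta cells were distal-intergenic (Wilson 95% confidence interval 47.3% to 48.7%) and 17.5% promoter-proximal (16.9% to 18.0%). Regions selective for delta over beta cells were distal-intergenic in 34.1% (33.0% to 35.2%) and promoter-proximal in 25.2% (24.2% to 26.3%). Among the 10 splits of these 5 libraries, the beta minus delta difference had a two-sided exact permutation p of 0.3 for the distal-intergenic share (13.9 percentage points) and 0.5 for the promoter-proximal share (-7.77 points). Without delta 2 both differences reversed, to -2.14 and 2.44 points. Without delta 1 they were 5.81 and -1.90 points.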

Further break down revealed a bias towards distal-intergenic enriched peaks within beta cells (42.86%), as opposed to promoter-proximal peaks in delta cells (28.20%) (Fig. 5F).

### Differential chromatin enrichment in the majority of cases correlates with gene expression

So far, we detected a disproportionate fraction of peaks associated with promoter-proximal regions in general, compared to the fraction of the genome that consists of this type of region (Fig. 3). Moreover, ATAC-Seq peaks that were differentially enriched in alpha and—to a lesser extent—delta cells were considerably more likely to occur at promoter-proximal sites. Instead, peaks enriched in beta cells more likely occurred at distal intergenic regions (Fig. 5). Therefore, we determined whether the enrichment of promoter-proximal peaks correlated with increased expression of the corresponding genes. 

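With 50000 peaks per list the promoter-proximal difference was 12.4 percentage points between alpha- and beta-selective regions, 6.60 between alpha- and delta-selective regions, and -7.14 between beta- and delta-selective regions. Among peaks with a -log10 q of at least 2 it was 13.7, 5.85, and -10.0 points. These thresholds therefore kept the direction in all 3 pairs. A single alpha or delta list in place of 2, to which the rule of 2 replicates does not apply, reversed the difference in each pair at least once. From the shares in Fig. 5, the paper states that peaks enriched in alpha and, to a smaller degree, delta cells lie more often at promoters and those enriched in beta cells at distal-intergenic sites, and asks next whether promoter-proximal enrichment goes with higher expression.

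**Figure D3:**
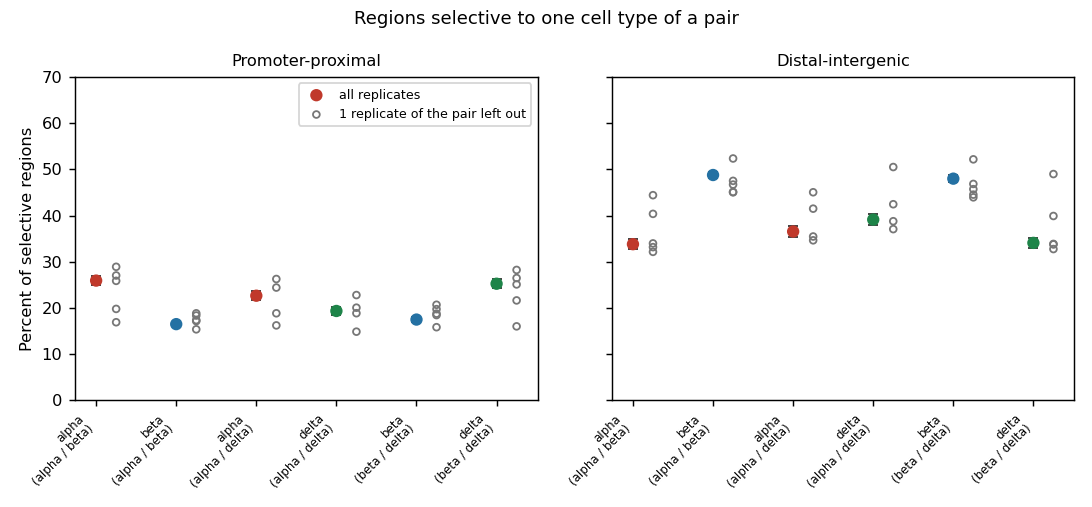
Promoter-proximal and distal-intergenic percent of each set of selective regions. Filled points are all replicates with Wilson 95% confidence intervals, and open grey circles are the same shares with 1 replicate of the pair left out. The grey circles spread far beyond the intervals, which cover counting error only.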

Genes with increased expression in a cell type accompanied by a significantly enriched ATAC-Seq peak proximal to its TSS were considered ‘congruent’ genes (Fig. 6A). The underlying mechanism in such a scenario might be the presence of transcriptional activators at the promoter-proximal site that promote gene expression. Conversely, genes with a significantly enriched ATAC-Seq peak proximal to its TSS accompanying a reduction in corresponding gene expression were considered ‘incongruent’ genes (Fig. 6B). The underlying mechanism for these genes might be the presence of transcriptional repressors at the promoter that prevent gene expression (Dataset-S2) [70–73]. Finally, genes that had significantly enriched chromatin in either cell type, but no evidence of mRNA expression were considered ‘unexpressed’ (Fig. 6C).

**Fig. 6:**
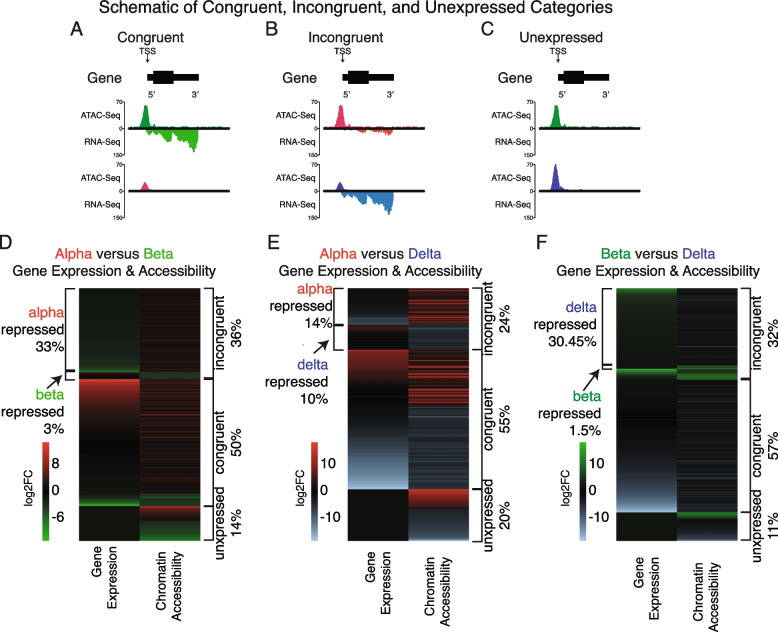
Differentially enriched chromatin at TSS genic regions and their respective gene’s expression between alpha, beta, and delta cells. **A-C** Schematic of ‘congruent’, ‘incongruent’, and ‘unexpressed’ categories used to determine the association of enriched chromatin at TSS genic regions and respective gene expression. **D** Differentially enriched chromatin at TSS genic regions and their respective gene’s expression between alpha and beta cells. The majority (50%) of genes with enriched chromatin at promoter-proximal regions around their TSS had correlated gene expression (congruent). Another 36% of chromatin enriched TSS regions showed repressed gene expression for each cell type (alpha repressed (33%) or beta repressed (3%)), and finally, 14% were unexpressed. **E** Differentially enriched chromatin at TSS genic regions and their respective gene’s expression between alpha and delta cells. The majority (55%) of genes with enriched chromatin had correlated gene expression (congruent). Another 24% of chromatin enriched TSS genic regions showed repressed gene expression for each cell type (alpha repressed (14%) or delta repressed (10%)), and finally, 20% showed no expression. **F** Differentially enriched chromatin at TSS genic regions and their respective gene’s expression between beta and delta cells. The majority (57%) of genes with enriched chromatin had correlated gene expression (congruent). Another 32% of chromatin enriched TSS regions showed repressed gene expression for each cell type (beta repressed (1.5%) or delta repressed (30.45%)), and finally, 11% showed no difference

When we compared differentially enriched TSS-associated chromatin against corresponding gene expression between alpha and beta cells, we found that in the majority of cases (86%), differential chromatin enrichment on TSS regions positively correlated with changes in gene regulation. Exactly, 50% of genes with differentially enriched chromatin at the TSS had a corresponding increase in gene expression within the same cell type (congruent genes; Fig. 6D). 

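Dataset-S2 of the paper lists 1836 genes for alpha against beta cells. Of these, 1001 are congruent with higher expression and accessibility in alpha and 213 in beta cells by the paper's values, and 949 and 209 of them were matched to the annotation. Among the 949 alpha genes, 46.2% had a TSS peak in both alpha replicates (Wilson 95% confidence interval 43.0% to 49.3%) and 33.9% in at least 2 beta replicates (31.0% to 37.0%). In single libraries the share was 52.4% to 54.0% in alpha and 25.5% to 52.5% in beta replicates. Among the 209 beta genes, 58.4% had a TSS peak in at least 2 beta replicates (51.6% to 64.8%) and 40.2% in both alpha replicates (33.8% to 47.0%), with 46.9% to 70.3% in single beta and 43.5% to 47.8% in single alpha libraries. For the beta genes the difference of 18.2 percentage points fell to 0.957 without beta 1 and 1.91 without beta 3. The genes were selected by the authors on these libraries, so these shares describe the selection and do not test it. A peak in at least 2 of 3 beta lists is also an easier rule than a peak in both lists of another cell type. This holds for the comparisons with beta cells below as well.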

36% showed TSS chromatin accessibility enrichment, but with a reduction in gene expression for each cell (incongruent genes—either alpha repressed (33%), or beta repressed (3%)). Strikingly, a substantial majority of the incongruent genes in this comparison were alpha repressed. 

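The paper's Dataset-S2 lists 296 incongruent genes for this pair that are expressed more highly in beta and more accessible in alpha cells, and 326 that are expressed more highly in alpha and more accessible in beta cells. Of the 293 matched genes with higher accessibility in alpha cells, 57.3% had a TSS peak in both alpha replicates (Wilson 95% confidence interval 51.6% to 62.9%) and 51.5% in at least 2 beta replicates (45.8% to 57.2%). Without beta 1 the difference of 5.80 percentage points became 28.7, and without beta 3 27.0. Of the 306 matched genes with higher accessibility in beta cells, 22.5% had a TSS peak in at least 2 beta replicates (18.2% to 27.6%) and 17.0% in both alpha replicates (13.2% to 21.6%). This difference of 5.56 points reversed to -1.96 without beta 1, to -1.96 without beta 3, to -3.59 without alpha 1, and to -0.327 among peaks with a -log10 q of at least 2.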

Finally, only 14% of all genes with differentially enriched TSS chromatin showed no expression in either cell type (unexpressed) (Fig. 6D).

We highlight the beta-specific gene *MafA* as an example of an incongruent gene that is putatively alpha repressed or alpha cell poised (Fig. 2E; Fig-S3A)*.*

We observed a similar distribution between congruent (55%), incongruent (24%), and no expression genes (20%), between alpha and delta cells. 

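For alpha against delta cells, the paper's Dataset-S2 lists 584 genes, of which 231 are congruent in alpha and 175 in delta cells. Of the 226 matched alpha genes, 53.5% had a TSS peak in both alpha replicates (Wilson 95% confidence interval 47.0% to 59.9%) and 36.3% in both delta replicates (30.3% to 42.7%). Of the 175 delta genes, 71.4% had a TSS peak in both delta replicates (64.3% to 77.6%) and 54.3% in both alpha replicates (46.9% to 61.5%). The differences of 17.3 and 17.1 percentage points kept their direction without any single library. The lowest values were 4.42 points without delta 2 for the alpha genes and 5.71 points without alpha 1 for the delta genes.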

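In the paper's Dataset-S2, 144 incongruent genes are more accessible in alpha and expressed more highly in delta cells, and 34 are more accessible in delta and expressed more highly in alpha cells. Of the 143 matched genes of the first kind, 51.0% had a TSS peak in both alpha replicates (Wilson 95% confidence interval 42.9% to 59.1%) and 37.1% in both delta replicates (29.6% to 45.2%), a difference of 13.99 percentage points that was -2.80 without delta 2. Of the 31 matched genes of the second kind, 10 had a TSS peak in both delta and 11 in both alpha replicates, too few to show a difference.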

We noted a more uniform distribution between alpha (14%) and delta (10%) repressed genes. (Fig. 6E). 

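The paper's Dataset-S2 gives a log2 difference between alpha and delta cells of 3.65 in expression and 1.05 in TSS accessibility for Ttr, higher in alpha cells. It gives -4.36 and -1.15 for Pdx1 and -5.84 and -2.01 for Hhex, lower in alpha than in delta cells. In the peak lists, the TSS of each of these 3 genes was called in both replicates of both cell types, so presence of a peak does not separate alpha from delta cells at any of them.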

Upon visualizing gene expression and chromatin accessibility, we confirmed congruent gene expression and TSS chromatin accessibility of key transcription factors known to regulate both alpha – *MafB*, *Ttr*, and *Arx* – and delta – *Pdx1* and *Hhex* – cell fate (Fig-S3B).

For the pairwise comparison between beta and delta cells, we again found a similar fraction of congruent (57%), incongruent (32%), and no expression (11%) genes (Fig. 6F). 

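For beta against delta cells, the paper's Dataset-S2 lists 1369 genes, of which 273 are congruent in beta and 605 in delta cells. Of the 269 matched beta genes, 42.0% had a TSS peak in at least 2 beta replicates (Wilson 95% confidence interval 36.3% to 48.0%) and 27.1% in both delta replicates (22.2% to 32.7%). This difference of 14.9 percentage points reversed to -2.60 without beta 1 and -2.23 without beta 3. Of the 576 matched delta genes, 56.4% had a TSS peak in both delta replicates (52.3% to 60.4%) and 40.5% in at least 2 beta replicates (36.5% to 44.5%). That difference of 15.97 points rose to 33.9 without beta 1 and 32.1 without beta 3.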

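Of the incongruent genes that the paper's Dataset-S2 lists for this pair, 335 are more accessible in beta and expressed more highly in delta cells, and 156 are more accessible in delta and expressed more highly in beta cells. Of the 310 matched genes of the first kind, 25.2% had a TSS peak in at least 2 beta replicates (Wilson 95% confidence interval 20.7% to 30.3%) and 18.4% in both delta replicates (14.5% to 23.1%). The difference of 6.77 percentage points reversed among peaks with a -log10 q of at least 2, to -6.13, with 50000 peaks per list, to -4.84, and without beta 1, beta 3, or delta 2, to -6.77, -3.87, and -4.84. Of the 153 matched genes of the second kind, 51.0% had a TSS peak in both delta replicates (43.1% to 58.8%) and 49.7% in at least 2 beta replicates (41.9% to 57.5%). That difference of 1.31 points reversed with a TSS window of 3 kb, to -5.23, and with any transcript start, to -2.61, and rose to 12.4 without beta 1.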

We noted a minor fraction of repressed genes with open chromatin in beta cells (1.5%), with the majority of repressed genes corresponding to delta cells (30.45%), similar to the pattern seen in alpha repressed genes between alpha and beta cells. Further visualization of select marker gene expression against chromatin accessibility showed generally good congruence between chromatin accessibility at the TSS and gene expression (Fig-S3C)*.*

### Poised genes are enriched in beta cells with a non-beta cell lineage history

Since most of the incongruent genes are assigned to alpha and delta cells in their respective comparisons with beta cells, we further interrogated whether these alpha- or delta- repressed genes could be poised beta cell genes. In order to do so, we incorporated transcriptome data from beta cells with an alpha- or delta- cell lineage history [67] – also from our companion RNA-Seq experiment. Unfortunately, there is no accompanying ATAC-Seq data for these cells. These cells, termed “transdifferentiated,” are beta cells (defined by the presence of *Ins1-driven mCherry expression*), but have either a *Gcg-* or *Sst*-Cre lineage label, reflective of a lineage history as an alpha or delta cell, respectively. We reasoned that if alpha- or delta- repressed genes are poised beta cell genes, we should expect to observe a stepwise transition in gene expression levels, showing little or no expression in either alpha or delta cells, to intermediate expression in alpha- or delta- transdifferentiated cells, and full expression in beta cells. We confirmed that the majority (83.6%) of alpha-repressed genes showed intermediate expression in the alpha-to-beta-transdifferentiated population, and the highest expression in beta cells (beta cell genes). A subset of genes (16.4%) showed the highest expression in the alpha-transdifferentiated population (Fig. 7A). We observed a similar pattern between delta, delta-transdifferentiated, and beta cells; however, only half (50.18%) of delta repressed genes demonstrated an intermediate expression in the delta-to-beta-transdifferentiated population and the highest in beta (Fig. 7B). The remainder of the genes showed the highest expression in delta-to-beta-transdifferentiated cells.

**Fig. 7:**
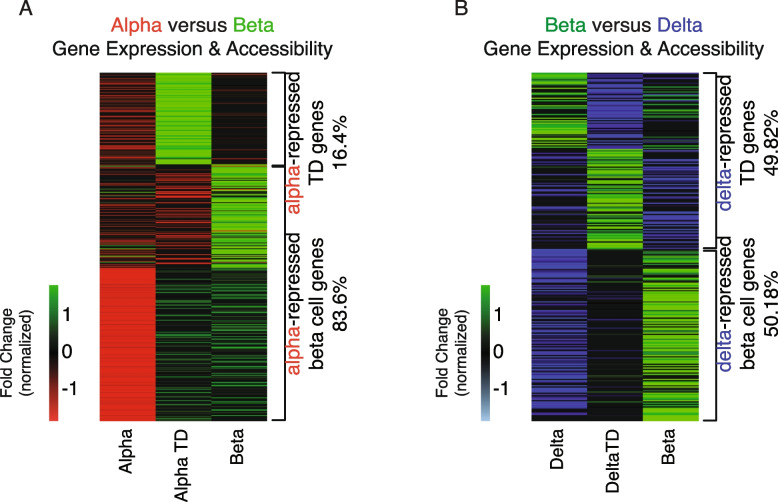
Gene expression of poised genes enriched in beta cells with a non-beta cell lineage. **A** Evaluating alpha repressed genes (Fig. 6A) across alpha, alpha transdifferentiated, and beta cell transcriptomes. The great majority (83.6%) of genes repressed in alpha cells showed intermediate expression in alpha transdifferentiated cells, and highest expression in beta cells, further validating that alpha cells are poised to become beta cells, with a subset (16.4%) of those genes required for the transition. **B** Evaluating delta repressed genes (Fig. 6C) across delta, delta transdifferentiated, and beta cell transcriptomes. Around half (50.18%) of genes repressed in delta cells showed intermediate expression in delta transdifferentiated cells, and highest expression in beta cells, validating that delta cells – to a lesser extent than alpha – are also poised to become beta cells, with the remainder of genes (49.82%) required for the transition

### Differential meta-chromatin enrichment testing

Given that for a majority of genes, TSS-associated chromatin recapitulated the underlying regulation of gene expression, we inquired whether differentially enriched chromatin peaks were associated with genes concentrated in pathways or gene networks that would better reflect our understanding of the biology across these different islet endocrine cell types. Between alpha and beta cells, KEGG set pathway testing of differentially accessible chromatin identified pathways related to protein digestion and absorption and cell adhesion molecules unique to beta cells; Hippo, Wnt, and ubiquitin-mediated proteolysis unique to alpha cells; and MAPK, axon guidance, and cAMP pathways enriched within both (Fig-S4A-B). Upon comparing the differentially accessible chromatin between alpha and delta cells, adherens junctions were enriched in delta cells, while no pathways were enriched specifically in alpha cells. MAPK, axon guidance, and Ras signaling pathways showed general enrichment of associated peaks within both alpha and delta cells (Fig-S5A-B). Lastly, in beta and delta cells, a pairwise analysis of differentially accessible chromatin identified the Glycosaminoglycan (GAG) biosynthesis pathway as unique to beta cells—where GAG metabolism and biosynthesis impairment has been linked to beta cell dysregulation [74], adherens junctions and Rap1 signaling pathways unique to delta cells, and MAPK, axon guidance, and cAMP signaling pathways enriched within both, as well as identified between alpha and beta cells (Fig-S6A-B).

### Islet transcription factor ChIP-Seq binding correlates with open chromatin

After exploring the interrelationship between accessible chromatin and gene expression, we expanded our approach to include additional controls to the regulation of islet cell gene expression. We therefore aggregated high-quality, mouse pancreatic islet transcription factor binding data via ChIP-Seq—Pdx1 [75], Nkx6-1 [76], Neurod1 [77], Insm1 [77], Foxa2 [77], Nkx2-2 [78], Rfx6 [79], MafA [24], Isl1 [80], Kat2b [81], Ldb1 [80], and Gata6 [82]—and asked what fraction of open chromatin – as defined by our consensus ATAC-Seq peak set – contains binding sites for each respective transcription factor. Of all open chromatin sites, individual transcription factors occupied a significant percent with Foxa2 (29.07%), Insm1 (28.40%), and Neurod1 (20.09%) showing the highest percentage of ChIP-confirmed binding. This provided further support that our ATAC-Seq data was of high quality and suggested that open chromatin is a reliable indicator of epigenetic regulation (Table-S3A). To further explore whether these aggregated transcription factor ChIP data correlated with open chromatin, we queried what fraction of total ChIP binding sites overlapped with ATAC-Seq peaks. Indeed, we observed that in several cases, over 50% of transcription factor ChIP binding sites overlapped with open chromatin, with the transcription factors Nkx2.2 (63.79%), Neurod1 (55.07%), and Insm1 (51.49%) showing the greatest degree of overlap (Table-S3B). These results supported our findings that open chromatin indicates regulation of gene expression in alpha, beta, and delta cells, in part through the binding of transcription factors.

### Transcription factor motif finding suggests genomic preferences at differentially enriched chromatin between cell types

After observing a strong degree of overlap of known islet transcription factor binding on open chromatin, we conducted an unbiased evaluation whether DNA motifs for their respective transcription factor proteins were differentially enriched on ATAC peaks in promoter, intronic, exonic, downstream, or distal regions. We included only transcription factors with known DNA-binding motifs to determine if they were more likely to occur at specific areas of the genome. We required that the transcription factor associated with the DNA sequence motif considered is expressed (RPKM > 0) in the cell type with chromatin-motif association.

Motifs for key transcription factors involved in beta cell identity, such as MafA, were present ubiquitously across most functional regions we defined (promoter-proximal, intronic, exonic, downstream, and distal intergenic) (Fig. 8A). In contrast, the motifs for alpha cell-identity driver Irx2 [4] were concentrated at the promoter-proximal regions of chromatin peaks associated with genes differentially expressed by alpha cells. Insm1 [77] motifs were concentrated at the promoter-proximal regions of chromatin peaks associated with genes differentially expressed by beta cells. In another example, DNA-binding motifs associated with the ubiquitous islet transcription factor Pax6 [83] were concentrated on intronic chromatin.

**Fig. 8:**
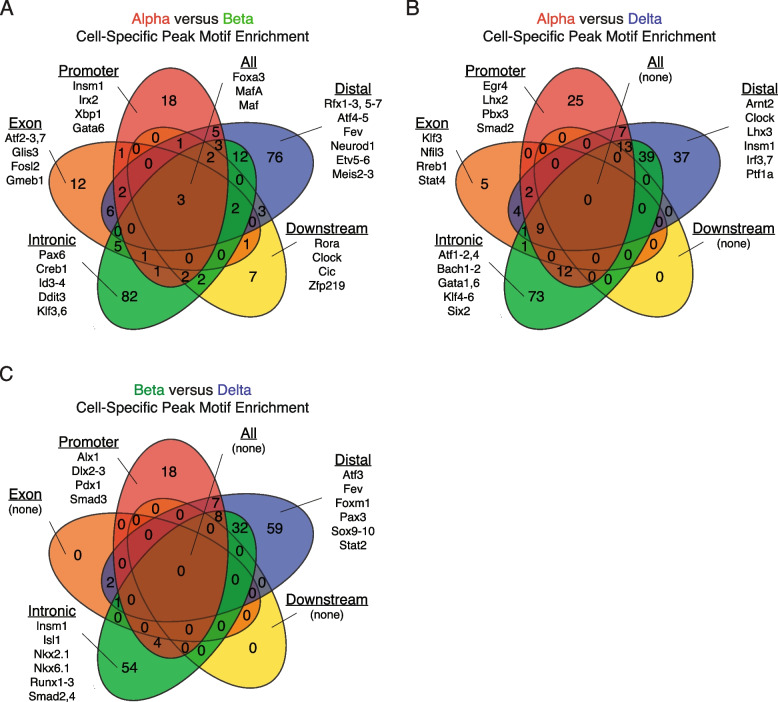
Evaluating expressed, cell-specific transcription factor motifs on differentially enriched peaks across cell types. **A** Evaluating cell-specific transcription factor motifs associated with differentially enriched peaks for alpha and beta cells, suggesting transcription factor preference for these peaks across the functionally annotated genome. Notably, three known transcription factors were predicted to overlap all defined regions of the genome, whereas others showed preference for binding at either promoter, exon, intron, or distal regions, suggesting different mechanisms of regulation. **B** Evaluating cell-specific transcription factor motifs associated with differentially enriched peaks for alpha and delta cells, suggesting transcription factor preference for these peaks across the functionally annotated genome. No known transcription factor was predicted to bind to all defined regions of the genome, with the majority binding to either intronic, distal, or promoter areas. **C** Evaluating cell-specific transcription factor motifs associated with differentially enriched peaks for beta and delta cells, suggesting transcription factor preference for these peaks across the functionally annotated genome. No known transcription factor was found predicted to bind to all defined regions of the genome, with the great majority showing a preference for distal, intronic, or promoter regions

We performed the same transcription factor motif enrichment test between alpha and delta cells (Fig. 8B). Of note, the motif for Pbx3, a transcription factor driving *Sst* expression in delta cells [84], was enriched in accessible chromatin at promoter-proximal regions. The motif for Stat4, recently implicated in establishing alpha cell identity [85] was concentrated in exonic chromatin. Lastly, the motif for Ptf1a, a transcription factor identified in early pancreatic endocrine cell development [86], was preferentially associated with areas of open chromatin at distal intergenic regions.

Between beta and delta cells, no single transcription factor motif overlapped across all five functional categories, nor were there any unique to downstream or exonic regions, as we observed in the prior alpha and delta comparisons (Fig. 8C). Of note, the motif for Smad3*,* a transcription factor important for islet development [87], as well as the negative regulation of insulin secretion in beta cells via occupancy of the insulin promoter [88], was concentrated in promoter-proximal accessible chromatin*.* Motifs for Insm1 [77] and Nkx6.1 [89], both key beta cell identity transcription factors, were preferentially associated with accessible chromatin at intronic regions. Lastly, motifs for Fev – recently identified as important for the development and differentiation of the endocrine lineage [90]—and Atf3* –* linked to enhancer regions in ﻿EndoC-bH1 cells [11]—were enriched in accessible chromatin at distal regions.

### Validating motif calls against aggregated islet ChIP datasets

As we observed motif binding site preferences across promoter, intronic, exonic, downstream, or distal chromatin regions, we wished to confirm how accurately predictive DNA motif binding sites conveys true transcription factor binding. To do so, we once again turned to our aggregated pancreatic islet ChIP datasets. We applied the same motif detection method as above on individual ChIP datasets and on all open chromatin – as derived from our ATAC-Seq consensus peak set –and assessed how well predicted motif binding overlapped with true ChIP peaks from our selected list of ChIP-Seq data. One transcription factor, Rfx6, showed strong (57%) true positive and low (8.34%) false negative values for its DNA-motif’s ability to predict all Rfx ChIP binding sites (Table-S4A). We then limited this same test to Rfx6 ChIP-Seq binding sites (35.65%) that were shared across 1.19% of all open chromatin ATAC peaks (Table-S3A-B). Notably, when comparing DNA-motif predictions for Rfx6 against these shared Rfx6 ChIP-Seq binding sites, we observed that 65.10% were true positives, while 8.81% were false predictions (Table-S4B). When we expanded this analysis to other transcription factors, we observed a broad distribution in true positive values across these DNA-binding motifs (4.71–65.10%), and also noted a relatively low range of false positives (1.68–8.81%). This is reflective of a limitation in the ability for DNA-motifs to consistently predict true transcription factor binding.

### Determining overlap of differentially enriched chromatin with islet ChIP and histone datasets

Given that many of the DNA-motifs associated with transcription factors do not have available ChIP-Seq datasets derived from mouse pancreatic islets, we sought to understand whether differential chromatin between cell types could be associated to transcription factors and histone markers integral to pancreatic islet cell fate that do have available ChIP data, as opposed to relying only on predictive motifs. As we previously observed strong enrichment of transcription factor binding sites across all open islet chromatin, we wanted to confirm if this overlap is augmented in differentially enriched chromatin associated with pancreatic islet transcription factor binding sites via aggregated islet ChIP data—Pdx1, Nkx6-1, Neurod1, Insm1, Foxa2, Nkx2-2, Rfx6, and MafA—and select, key histone marks — H3K27ac [91], H3K4me3 [91], and H3K4me1 [12]. Our intention in integrating these data was in anticipation that they may help delineate whether enhancer regions are poised (defined by: H3k4me1) [92], or active (defined by: H3k27ac and H3k4me1) [93], and whether promoter regions are active (defined by: H3k4me3) [94].Indeed, we observed that differentially enriched ATAC-Seq peaks within our comparisons occurred at much higher rates than random chance across a majority of transcription factor ChIP data associated with islet cell identity (Fig-S7A-C) as well as all predictive histone marker regions (Fig-S7D-F). This further supported our hypothesis that open chromatin, and now specifically differentially enriched chromatin, would be directly associated with the transcription factors responsible for shaping islet cell-specific gene expression patterns and identity. As differentially enriched chromatin is associated with cell-identity regulatory networks, we inquired to selectively evaluate these regions for enhancers that may be relevant to pancreatic islet cell identity.

### Identifying and visualizing putative islet cell-type specific enhancers via epiRomics

These transcription factor and histone ChIP datasets were then fed into an R package named *epiRomics* that we developed to identify putative enhancer regions involved in pancreatic islet cell identity. We defined enhancer regions by the co-localization of H3k27ac and H3k4me1 (activating) histone modifications within islet cell chromatin. We narrowed our definition further by requiring these regions to also have transcription factor binding sites—Pdx1, Nkx6-1, Neurod1, Insm1, Foxa2, Nkx2-2, Rfx6, MafA, Isl1, Kat2b, Ldb1, or Gata6 – defined by islet ChIP data that are either ubiquitously or selectively expressed across the three islet cell types (Fig. 2E-F; Fig-S2E; Fig-S8A-I). This first pass resulted in 28,645 putative enhancer regions (Dataset-S3). We then filtered this list against chromatin accessible regions from our ATAC-Seq data sets of alpha, beta, and delta cells, resulting in 16,651 putative active enhancers (Fig. 9A). To further increase our confidence in these enhancer calls, we crossed our putative enhancer regions against the FANTOM5 curated enhancer database [95]. This resulted in a conservative list of 3,535 putative enhancer regions. Of these, 3,203 were inaccessible to at least two out of three islet endocrine cell types (Fig. 9B) (Dataset-S4).

**Fig. 9:**
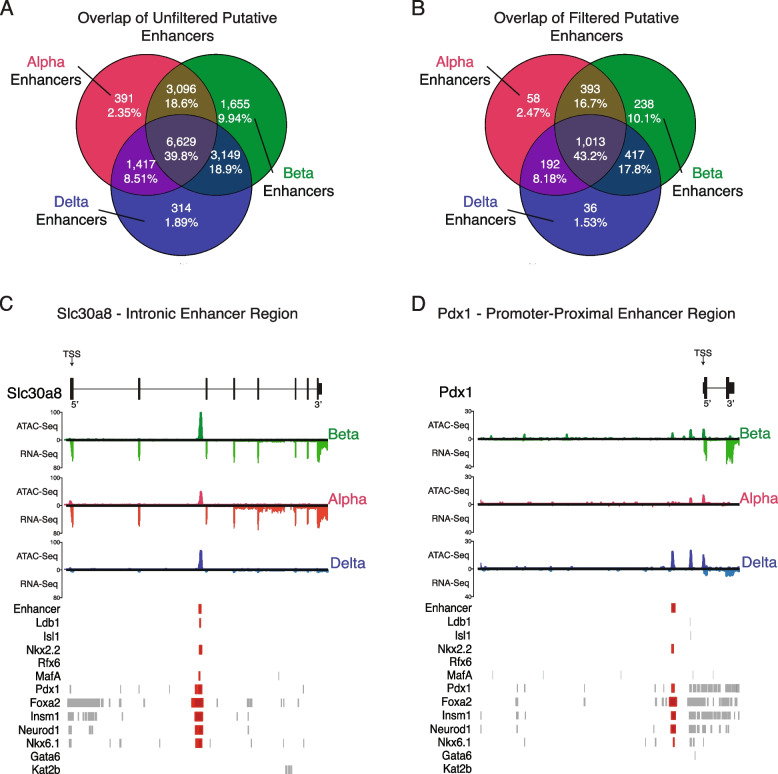
Putative enhancer detection overlap between the three cell types. **A** First-pass overlap of unfiltered putative enhancers called with our novel package, epiRomics. Open chromatin regions in at least one cell type were crossed against two informative histone marks—H3k27ac and H3k4me1 – and transcription factor binding data to call putative enhancer regions. A total of 28,647 regions were identified (Dataset-S3). 39.8% of putative enhancer calls had chromatin accessible to all three cell types, suggestive of pancreatic endocrine cell development and maintenance involvement. The overlap of enhancer calls with open chromatin between any two cells type was 8.51%—18.9%. Between 1.89%—9.94% of calls were unique to one cell type alone. **B** First-pass enhancer calls were filtered against the curated FANTOM5 database delineating all identified enhancers in the mouse genome. This resulted in a much more conservative list of 3,535 regions identified (Dataset-S4). The distribution of enhancers unique or common between cell types remained comparable, with 43.2% identified across all three cell types, and 1.53%—10.1% unique to a cell type. **C** Confirming an enhancer on the second intron of *Slc30a8*, identified in a previous study, with 14 sites of co-binding from multiple transcription factors. **D** Confirming an a promoter-proximal enhancer (~ 1 kb upstream) of the gene that codes for the transcription actor *Pdx1*, with 9 sites of co-binding from multiple transcription factors

In both putative enhancer lists, we found that 39.8–43.2% of the enhancer regions we identified were common across all cell types, supporting the theory that related cell types of a common origin would have a sizeable commonality of similar regulatory regions involved in development and maintenance (Fig. 9A-B). Interestingly, between 1.53–10.1% of called enhancers were associated with accessible chromatin unique to each cell type. Enhancer regions selective to beta cells were identified at the highest frequency (~ 10%), while alpha and delta enhancers made up ~ 2% of the list.

As a reality check, we cross referenced our putative enhancer list with several established enhancer sites that were experimentally confirmed. 

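Slc30a8 (ENSMUSG00000022315.3, chromosome 15, 52295553 to 52335798, plus strand) has a second intron of 10628 bp, from 52306647 to 52317274. Within it, merged peaks of all 7 libraries form a region from 52315630 to 52316686. The strongest peak of each library in the intron lies there, at percentiles 94.6 to 99.8 of its own list and with a -log10 q above 2. Weaker peaks from 52307236 to 52307499 were called in alpha 1 and beta 1.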

Our approach correctly predicted an established intronic enhancer on the *Slc30a8* gene, which was demonstrated to be regulated in part by the Pdx1 transcription factor (Fig. 9C) [96]. Our approach also correctly predicted a previously identified promoter-proximal enhancer region targeting *Pdx1*, with co-occurring binding sites for islet transcription factors Insm1*,* Neurod1*,* and Foxa2 (Fig. 9D) [77]*.* This validated the use of the epiRomics approach to predict novel, not previously identified enhancer regions.

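The legend of Fig. 9 places this region about 1 kb upstream of the gene and gives no coordinates. From 0.5 to 1.5 kb upstream of the annotated 5' end, 147268459 to 147269458, no library had a peak. The supplementary list of filtered putative enhancers holds a Pdx1 entry on chromosome 5 from 147266221 to 147267388, with 4 co-binding sites by the paper's count, and no library had a peak inside it. The legend gives more co-binding sites than this entry has. Whether the entry or the window of 0.5 to 1.5 kb is the region that Fig. 9D draws is not known. Upstream of the TSS at 147269959, merged peaks called in at least 2 libraries were found within 10 kb at 147267407 to 147267789 and at 147263935 to 147264497, which, like the window of 0.5 to 1.5 kb, were looked up after the values of the listed entry had been seen. Both were called in alpha 1, beta 1, beta 3, delta 1, and delta 2. They end 2170 bp and 5462 bp from the TSS and reached a -log10 q of 2 in 4 and 3 libraries, respectively.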

We investigated cell-specific or common putative enhancer candidates, starting with those with the highest number of transcription factor co-binding sites from our list. One of the top predicted beta cell-unique putative enhancer regions is located on the sixth exon of the *Slc35d2* gene and aligns with eight different ChIP co-localization binding sites (Fig. 10A). 

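Slc35d2 (ENSMUSG00000033114.11, chromosome 13, 64096308 to 64129368, minus strand) has an entry with 8 co-binding sites by the paper's count in its supplementary list of putative enhancers, from 64107546 to 64108956, on the sheet of regions present in all cell types. All 3 beta replicates had a peak there and no alpha or delta replicate did. The merged peak spans 64107570 to 64107958. Its percentile was 87.6 in beta 1, 92.4 in beta 2, and 65.7 in beta 3, and it reached a -log10 q of 2 in beta 2 and beta 3. The sixth exon of the longest annotated transcript lies from 64111516 to 64111584 and held no peak in any library.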

An alpha cell-unique putative enhancer located at a distal-intergenic region ~ 30 kb upstream of *Dusp10*, overlapped precisely with six sites of co-binding from various transcription factors (Fig. 10B). 

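The entry for Dusp10 (ENSMUSG00000039384.8, chromosome 1, 184013302 to 184075636, plus strand) in the supplementary lists lies from 183982256 to 183982503, at -30799 bp from the TSS by the paper's distance, and is also on the sheet of regions present in all cell types. Both alpha replicates had a peak over it, at percentile 42.4 in alpha 1 and 60.1 in alpha 2, and no beta or delta replicate did. The merged peak spans 183982068 to 183982526. In alpha 2 it had a -log10 q of 2.03 and in alpha 1 of 1.13, so at a threshold of 2 a single library remained.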

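Gm20745 (ENSMUSG00000111841.1, chromosome 9, 68017964 to 68025714, minus strand) has no entry in the supplementary lists that could be read, and the paper's text gives no coordinates for the enhancer. A window of 2000 bp, 20 to 22 kb upstream of the annotated 5' end, was taken from the paper's distance and spans 68045714 to 68047713. Within it, delta 1 had a peak from 68046529 to 68046728 at percentile 8.04 with a -log10 q of 0.199, and beta 1 a peak from 68047001 to 68047200 at 48.1 with 0.0774. Delta 2 and the other 4 libraries had none. Whether this window is the region that Fig. 10C draws is not known.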

A delta cell-unique region at a distal-intergenic enhancer region ~ 21 kb upstream of *Gm20745* aligned closely with no fewer than 12 sites of co-binding from multiple transcription factors (Fig. 10C). 

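Snap25 (ENSMUSG00000027273.13, chromosome 2, 136713453 to 136782428, plus strand) has an entry in the supplementary list on chromosome 2 from 136678280 to 136680818. It holds a pair of merged peaks, from 136678480 to 136679149 and from 136679742 to 136680340, and each was called in all 7 libraries. The stronger peak of each library had a percentile of 95.1 to 99.1 in 6 lists and of 92.6 in beta 2, with a -log10 q above 2 in every case. The TSS of Snap25 also had a peak in all 7 libraries.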

And finally, a common enhancer located ~ 32 kb upstream of *Snap25* – a gene expressed in alpha, beta, and delta cells, associated with a total of 17 co-binding sites of aggregated transcription factors (Fig. 10D).

**Fig. 10:**
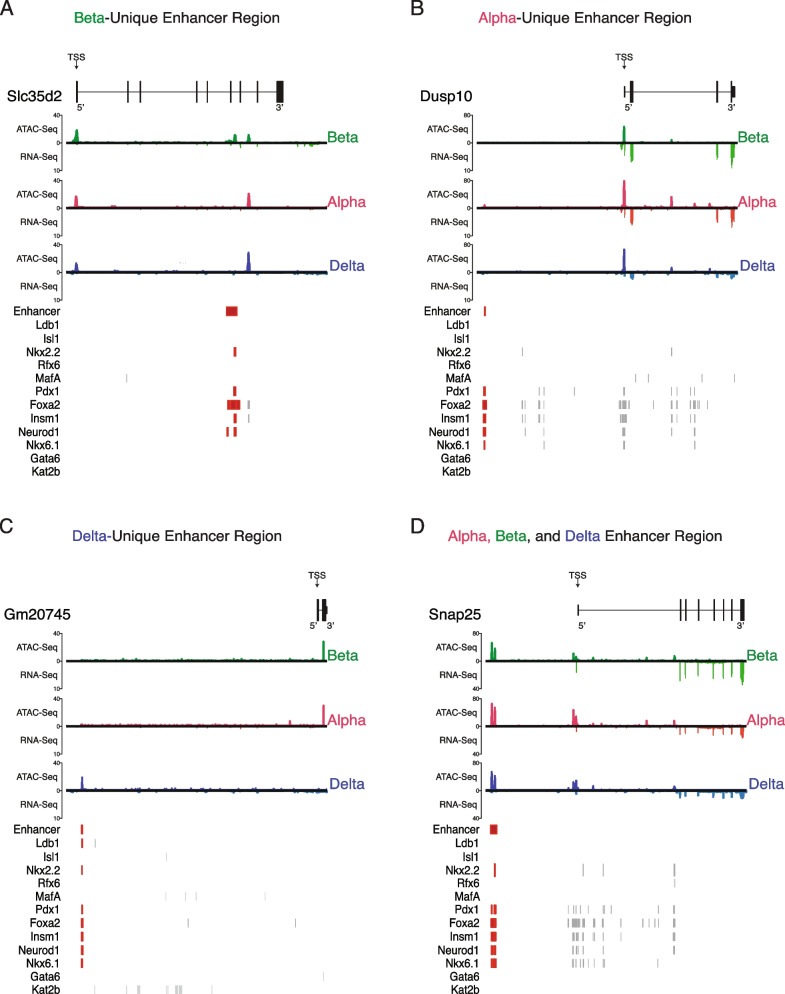
Visualizing novel, putative enhancer detection between cell types. **A** Visualizing a beta-unique enhancer region. An exonic enhancer region selected from our filtered enhancer call list, with 8 sites of co-binding from various transcription factors relevant to pancreatic islet cell identity and maintenance [1]. **B** Visualizing an alpha-unique enhancer region; a distal-intergenic enhancer region (~ 30 kb upstream of *Dusp10*) selected from our filtered enhancer call list, with 6 sites of co-binding from various transcription factors. **C** Visualizing a delta-unique enhancer region. A distal-intergenic enhancer region (~ 21 kb upstream of *Gm20745*) selected from our filtered enhancer call list, with 12 sites of co-binding from various transcription factors. **D** Visualizing a non-unique enhancer region common across all three cell types. A distal-intergenic enhancer region (~ 32 kb upstream of *Snap25*) selected from our filtered enhancer call list, with 17 sites of co-binding from various transcription factors

We noted further examples of enhancer regions that are inaccessible to beta, but present in both alpha and delta (Fig-S9A) cells, or others with chromatin accessibility across all cell types with an adjacent, intronic enhancer region uniquely available to beta cells alone (Fig-S9B). In particular, the *Slc2a2* gene shares common open chromatin across alpha, beta, and delta cells. However, beta cells have a gained accessible chromatin region on the first intron identified as a putative enhancer and which overlaps with six co-binding sites. 

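The first intron of Slc2a2 (ENSMUSG00000027690.13, chromosome 3, 28697903 to 28731359, plus strand) spans 28698032 to 28705729. Regions from 28701922 to 28702208 and from 28704756 to 28704995 were called in beta 2 and beta 3 and in no other library. Beta 1, with the longest list, had a peak in neither. Another region, from 28705487 to 28706068 at the end of the intron, was called in every library except beta 3. In beta 3 the strongest intronic peak ranked at percentile 86.3 with a -log10 q of 6.18, and in beta 2 the strongest, from 28699617 to 28699832, ranked at 64.2 with 1.87. The supplementary lists read here are incomplete, and the paper's text gives no coordinates for the gained region.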

Finally, we noted more putative regions that were enriched in both alpha and beta cells, and present in delta cells as well (Fig-S9C-D).

## Discussion

The high quality ATAC-Seq data derived from this study is the first dataset of its kind from FACS-purified mouse alpha, beta, and delta cells. Moreover, while bulk-ATAC-Seq data from human alpha and beta cells have previously been reported, our data are the first to report on chromatin accessibility of delta cells and combine these cell’s chromatin landscapes to companion transcriptome data. We believe that our data will provide a useful resource that complements our companion transcriptome data that we reported previously using the exact same combination of reporter strains [6]. Leveraging these data allowed us to confirm previous findings in a human ATAC-Seq study evaluating alpha and beta cells, which suggested that alpha cells are poised but repressed from becoming beta cells [5], and present evidence that supports that delta cells might be similarly poised to adopt a beta cell like gene expression pattern. We also now harmonized our ATAC-Seq and RNA-Seq data with a wealth of -omics levels data from our colleagues, resulting in a comprehensive multi-layered omics overview that includes histone modifications and transcription factor binding sites. Finally, we made these data accessible through an intuitive interface that we developed to be navigated without any bioinformatics experience (https://www.huisinglab.com/epiRomics_2021/index.html).

In evaluating the chromatin landscape of alpha, beta, and delta cells, we noted that over half of accessible chromatin in any of the cell types corresponded to promoter-proximal regions (~ 25%) and intronic regions (~ 32%), even though a much smaller fraction of the genome is represented by promoter-proximal sites. This underscores that a substantial portion of regulatory activity occurs directly at genic regions themselves. The enrichment of promoter-proximal and intronic open chromatin we observed in mouse islet cells agrees with previous findings in human studies [5, 38]. The strong presence of intronic open chromatin supported previously established findings of how enhancers on introns can act as suppressors [33] or drivers of gene expression [97]. As an example, *Pdx1* regulates the expression *Slc30a8* through an intronic enhancer [96] – which suggested that these intron regions of accessible chromatin may play a role in cell identity (Fig. 9D). Our findings of a large number of peaks residing at distal-intergenic regions (~ 35%) agree with previous research identifying and emphasizing the role of distal intergenic regions acting as enhancers (Fig. 10C-D, Fig-S9C-D) in pancreatic islet identity and functional beta cell behavior, and through linkage with T2D GWAS studies that link these regions to beta cell dysregulation [19, 20, 23, 24, 98, 99].

Upon evaluating differences in chromatin accessibility in pairwise comparisons, we discovered that overall, differentially enriched ATAC-Seq peaks in alpha or delta cells were more likely to occur at promoter-proximal regions adjacent to the TSS, whereas peaks enriched in beta cells were often found in distal intergenic or intronic regions, suggesting different mechanisms regulating alpha and delta cell fate specification (Fig. 5B, F). When comparing differentially enriched TSS-associated chromatin and respective gene expression, we observed a strong association between chromatin accessibility and gene expression. However, both alpha and delta cells showed an abundance in putatively poised genes when either was compared to beta cells. Of note, *MafA* is a key transcription factor enriched in beta cells that shows abundant chromatin accessibility in both alpha and delta cells (Fig. 2E) but is only expressed in beta cells. Another notable example is *Pdx1*, which shows repressive activity (poised TSS enrichment) in alpha cells, but is only expressed in beta and delta cells (Fig. 2F).

Moreover, a majority of alpha- and delta- repressed genes showed intermediate expression in beta cells from alpha or delta origin, respectively (Fig. 7A-B), further supporting that these are indeed putatively poised. These observations are in line with prior data that suggest that alpha cells are epigenetically poised to become beta cells, but are prevented from assuming beta cell transcriptional programs by repressive regulators at key beta-specific transcription factors [5, 15]. Our observations here also fit reports of adult or juvenile transdifferentiation of alpha-to-beta cells, or delta-to-beta cells, respectively [5, 67, 100], although a meaningful contribution of these processes to beta cell regeneration in the absence of transgenic interventions is uncertain [101, 102].

After we evaluated motif binding on differentially enriched chromatin, we found that Irx2 and Insm1 motifs are enriched at promoter-proximal regions of cell-specific alpha peaks when comparing alpha and beta cells, suggesting that they directly drive gene expression or repression in alpha cells by binding to uniquely accessible chromatin [4, 77]. For Irx2, this indicates that it directly drives gene expression or repression in alpha cells. For Insm1, which is expressed more uniformly in all three endocrine cell types, the role that it plays at promoter-proximal accessible chromatin is more complex and cannot be as readily inferred.

Between alpha and delta cells, the DNA binding motif for Pbx3, a transcription factor implicated in driving *Sst* expression in delta cells, was found preferentially enriched in accessible chromatin associated with promoter-proximal peaks [84], while the DNA motif for *Atf2*, identified as an enriched alpha cell motif in a previous human study, was found to be preferentially enriched on open chromatin associated with intronic peaks [5]. Between beta and delta cells, Insm1 and Nkx6.1 had motifs enriched at intronic chromatin regions [77, 89], while Fev – recently identified in pancreatic islet development—and Atf3* –* linked to enhancer regions in ﻿EndoC-bH1 cells—were identified as preferential to chromatin associated with distal-intergenic regions via their DNA binding motifs [11, 90].

Utilizing the R package *epiRomics*, we were able to derive a set of 16,651 putative enhancer peaks. Of these regions, 16.7% of enhancers were shared between beta and alpha cells, and 17.8% were shared between beta and delta cells, as opposed to the 8.18% shared between alpha and delta cells. Of note, our approach identified previously identified intronic enhancers, such as the one located on *Slc30a8 that is* regulated in part via the binding of the transcription actor Pdx1 and a promoter-proximal enhancer region upstream of the Pdx1 that is associated with Insm1*,* Neurod1*,* and Foxa2 binding, also identified by our approach (Fig. 9D) [77]. One final example of an enhancer is situated on the first intron of *Slc2a2.* having unique chromatin accessibility to beta cells, coupled with multiple transcription factor binding sites, including Pdx1*,* MafA*,* and Nkx6.1, could possibly explain the expression of the gene in beta cells while it is near undetectable between alpha and delta cells (Fig-S9B). *Slc2a2* plays a necessary role glucose-stimulated insulin secretion [103], with a recent study identifying a downstream enhancer regulating *Slc2a2* requiring the co-occupancy of both MafA and Neurod1, but also noting that complex interactions occur beyond the scope of this distal region [104]*.*

One limitation of our approach was that we were constrained to using ChIP data that had been made available by our colleagues in the field. The substantial majority are transcription factors associated with beta cells, with the results reflective of this limitation. For instance, 10.1% of the enhancer regions called were unique to beta cells, whereas we were only able to identify 1.53–2.47% unique to either delta or alpha cells (Fig-2E-F; Fig-S2E; Fig-S8A-I). The over-representation of beta cell-specific enhancer regions is probably explained by the fact that ChIP data for alpha and delta cell-specific enhancers obtained from pure populations of primary alpha and delta cells does not exist. While the majority of the transcription factors here are associated with beta cells, these data are still informative as open chromatin in delta and alpha regions without beta-cell transcription factor binding may be areas regulated through other layers of epigenetics, such as methylation, or via alpha- or delta- specific transcription factors for which no ChIP data is currently available [94]. While further validation of these regions lays beyond the scope of this study, such information would be readily integrated in the future in the multi-omics resource we described here.

## Conclusion

Here we have established a comprehensive picture of chromatin accessibility between major islet endocrine cell types and present the novel chromatin landscape of delta cells. We identified differential chromatin accessibility at promoter-proximal regions in both alpha cells and delta cells, when compared to beta cells. This finding was in line with a previous study in human islets, and further builds on previous literature in the field suggesting that both alpha and delta cells can transdifferentiate into beta cells. We also identified preferentially binding pattern differences across the annotated genome in transcription factor DNA-motifs across differentially enriched chromatin. Our evaluation of whether chromatin enrichment at the gene body is always correlated with gene expression enrichment also demonstrated that transcriptional regulation plays a role in determining cell fate rather than chromatin dynamics alone. Lastly, we devised and provided a simple approach to utilize and integrate a subset of these epigenomic datasets – ChIP and histone—alongside our ATAC-Seq chromatin data integrated with our previously published transcriptome of the FACS-purified alpha, beta, and delta cells through the development of an R package, *epiRomics*. This allowed for the visualization of integrated epigenomic data, and furthermore applies a novel approach to identify putative enhancer regions, enabling a high-resolution overview of key regions that may be responsible for driving cell fate decisions in pancreatic islet cell types. We have made this an interactive resource publicly available at https://www.huisinglab.com/epiRomics_2021/index.html. We believe our data and the tool we developed to visualize them to be a valuable resource to our field in pursuit of a full understanding of the epigenetic control over islet gene expression.

## Supplementary Information

**Additional file 1: Dataset-S1.** Annotated consensus chromatin peak set across alpha, beta and delta cells, along with differential enrichment results between the three pairwise comparisons.

**Additional file 2: Dataset-S2.** Congruent and incongruent genes of differentially expressed genes between the three pairwise comparisons. Congruent genes showed gene expression in the same direction as chromatin accessibility enrichment, whereas incongruent genes had opposing expression and enrichment.

**Additional file 3: Dataset-S3.** Unfiltered putative enhancer calls defined by open chromatin region in at least one of three cell types, overlapping the histone markers H3K27ac and H3K4me1.

**Additional file 4: Dataset-S4.** Filtered putative enhancer calls defined by open chromatin region in at least one of three cell types, overlapping the histone markers H3K27ac and H3K4me1.

**Additional file 5: Supplemental Figure 1.** FACS sorting gates used to isolate alpha, beta, and delta cells through our mouse reporter lines.

**Additional file 6: Supplemental Figure 2.** Validating more chromatin accessibility ATAC Seq and companion RNA-Seq expression in alpha, beta, and delta cells against hallmark genes governing its respective cell’s identity.

**Additional file 7: Supplemental Figure 3.** Chromatin enrichment does not always correlate with associated gene expression.

**Additional file 8: Supplemental Figure 4.** Evaluating KEGG and gene network enrichment (Alpha versus Beta).

**Additional file 9: Supplemental Figure 5.** Evaluating KEGG and gene network enrichment (Alpha versus Delta).

**Additional file 10: Supplemental Figure 6.** Evaluating KEGG and gene network enrichment (Beta versus Delta).

**Additional file 11: Supplemental Figure 7. **Transcription factor binding sites and histone mark overlap.

**Additional file 12: Supplemental Figure 8.** Aggregated transcription factor ATAC Seq and companion RNA-Seq expression in alpha, beta, and delta cells.

**Additional file 13: Supplemental Figure 9.** Further illustration of enhancer calls.

**Additional file 14: Supplemental Table 1.** Quality control metrics across all ATAC-Seq replicates.

**Additional file 15: Supplemental Table 2.** Aggregated dataset description and reference. A: Pancreatic islet ChIP Seq transcription factor data aggregated to identify enhancer and enhancer regions. B: Pancreatic islet histone data aggregated to identify enhancer and enhancer regions. The final approach utilized two histone marks deemed most relevant at delineating putative enhancer regions while taking into account a risk of both false positives and false negatives.

**Additional file 16: Supplemental Table 3.** Validating open chromatin peaks against known pancreatic islet ChIP binding sites. A: Evaluating the extent of open chromatin– as defined by our ATAC-Seq consensus peak set – contained binding sites for known, pancreatic islet transcription factors. Percent of open chromatin with associated binding sites ranged from 0.31-29.07%. The transcription factors Foxa2, Insm1, and Neurod1 had the highest number of binding sites. B: Evaluating the extent of each ChIP-Seq experiment’s binding site calls overlapped with open chromatin. Percent of overlap ranged from 0.35-63.79%. Nkx2.2, Neurod1, and Insm1 had the greatest overlap.

**Additional file 17: Supplemental Table 4.** Validating motif-calling approach against known ChIP binding sites. A: Pancreatic islet ChIP Seq transcription factor peak calls analyzed by the motif-calling method to determine sensitivity and specificity. True positive calls ranged from 0.59-57%, and false positives ranged from 1.19-8.34%. B: Pancreatic islet ChIP Seq transcription factor peak calls limited to open chromatin determined by the consensus peak set analyzed by the motif-calling method to determine sensitivity and specificity. True positive calls ranged from 4.71-65.10%, and false positives ranged from 1.68-8.81%.

## Data Availability

The datasets generated and analyzed for the current study are publicly available through GEO Accession GSE213970: All data that was aggregated and/or not originally generated for this study is available at GEO Accessions: GSE88778, GSE980673, or can be accessed through publicly available accessions listed in Table-S2.

## Abbreviations

ATAC-Seq: Assay for transposase-accessible chromatin using high throughput sequencing
Bulk RNA-Seq: High throughput sequencing at bulk resolution (*e.g.*, not single cell)
ChIP-Seq: Chromatin immunoprecipitation high throughput sequencing
FANTOM: Functional Annotation of the Mouse/Mammalian Genome
FRiP: Fraction of reads in peaks
KEGG: Kyoto Encyclopedia of Genes and Genomes
RNA-Seq: RNA high throughput sequencing
scATACSeq: Single-cell ATAC-Seq
TF: Transcription factor
TSS: Transcription start site

# Supplementary material for: Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers
**Source:** BMC Genomics. 2023 Apr 17;24:202. doi: 10.1186/s12864-023-09293-6
**Supplement:** Supplementary file 1 — Additional file 1: Dataset-S1. Annotated consensus chromatin peak set across alpha, beta and delta cells, along with differential enrichment results between the three pairwise comparisons.

Supplemental Figure 6 – Evaluating KEGG and gene network enrichment (Beta versus Delta).

A

Beta versus Delta KEGG Pathway Enrichment

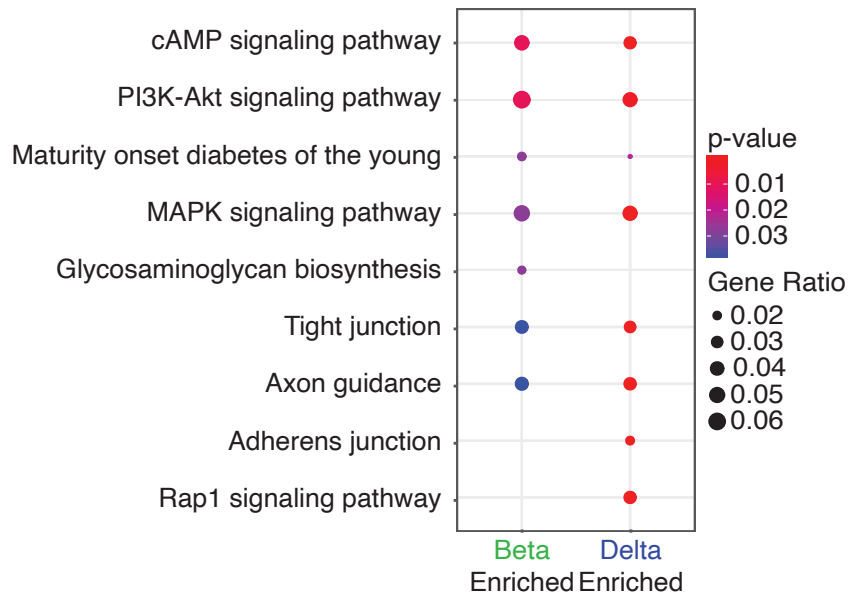

B

Beta versus Delta Gene Network Enrichment

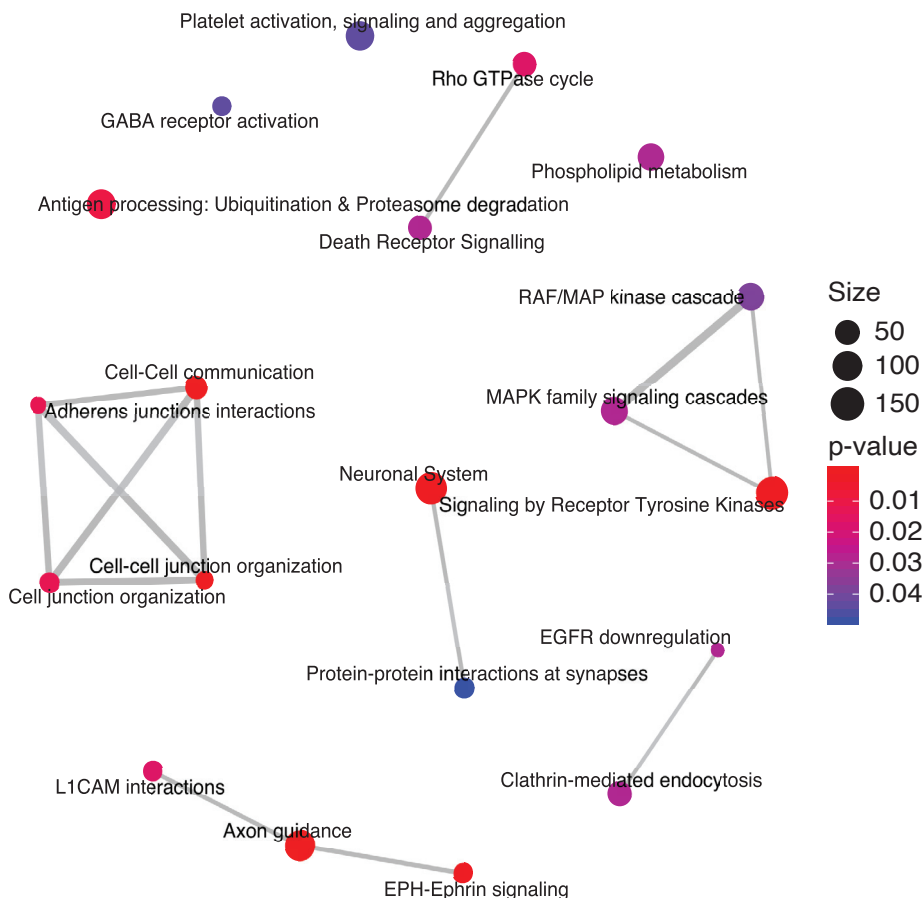

**Fig-S6** – Evaluating KEGG and gene network enrichment across differentially enriched peaks between beta and delta cells. A: KEGG enrichment of differentially enriched peaks identified pathways common between the two cell types, or unique to one. B: Gene network enrichment indicative of possible functions of differentially enriched chromatin regions between the two cell types.

# Supplementary material for: Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers
**Source:** BMC Genomics. 2023 Apr 17;24:202. doi: 10.1186/s12864-023-09293-6
**Supplement:** Supplementary file 2 — Additional file 2: Dataset-S2. Congruent and incongruent genes of differentially expressed genes between the three pairwise comparisons. Congruent genes showed gene expression in the same direction as chromatin accessibility enrichment, whereas incongruent genes had opposing expression and enrichment.

Supplemental Figure 7- Transcription factor binding sites and histone mark overlap.

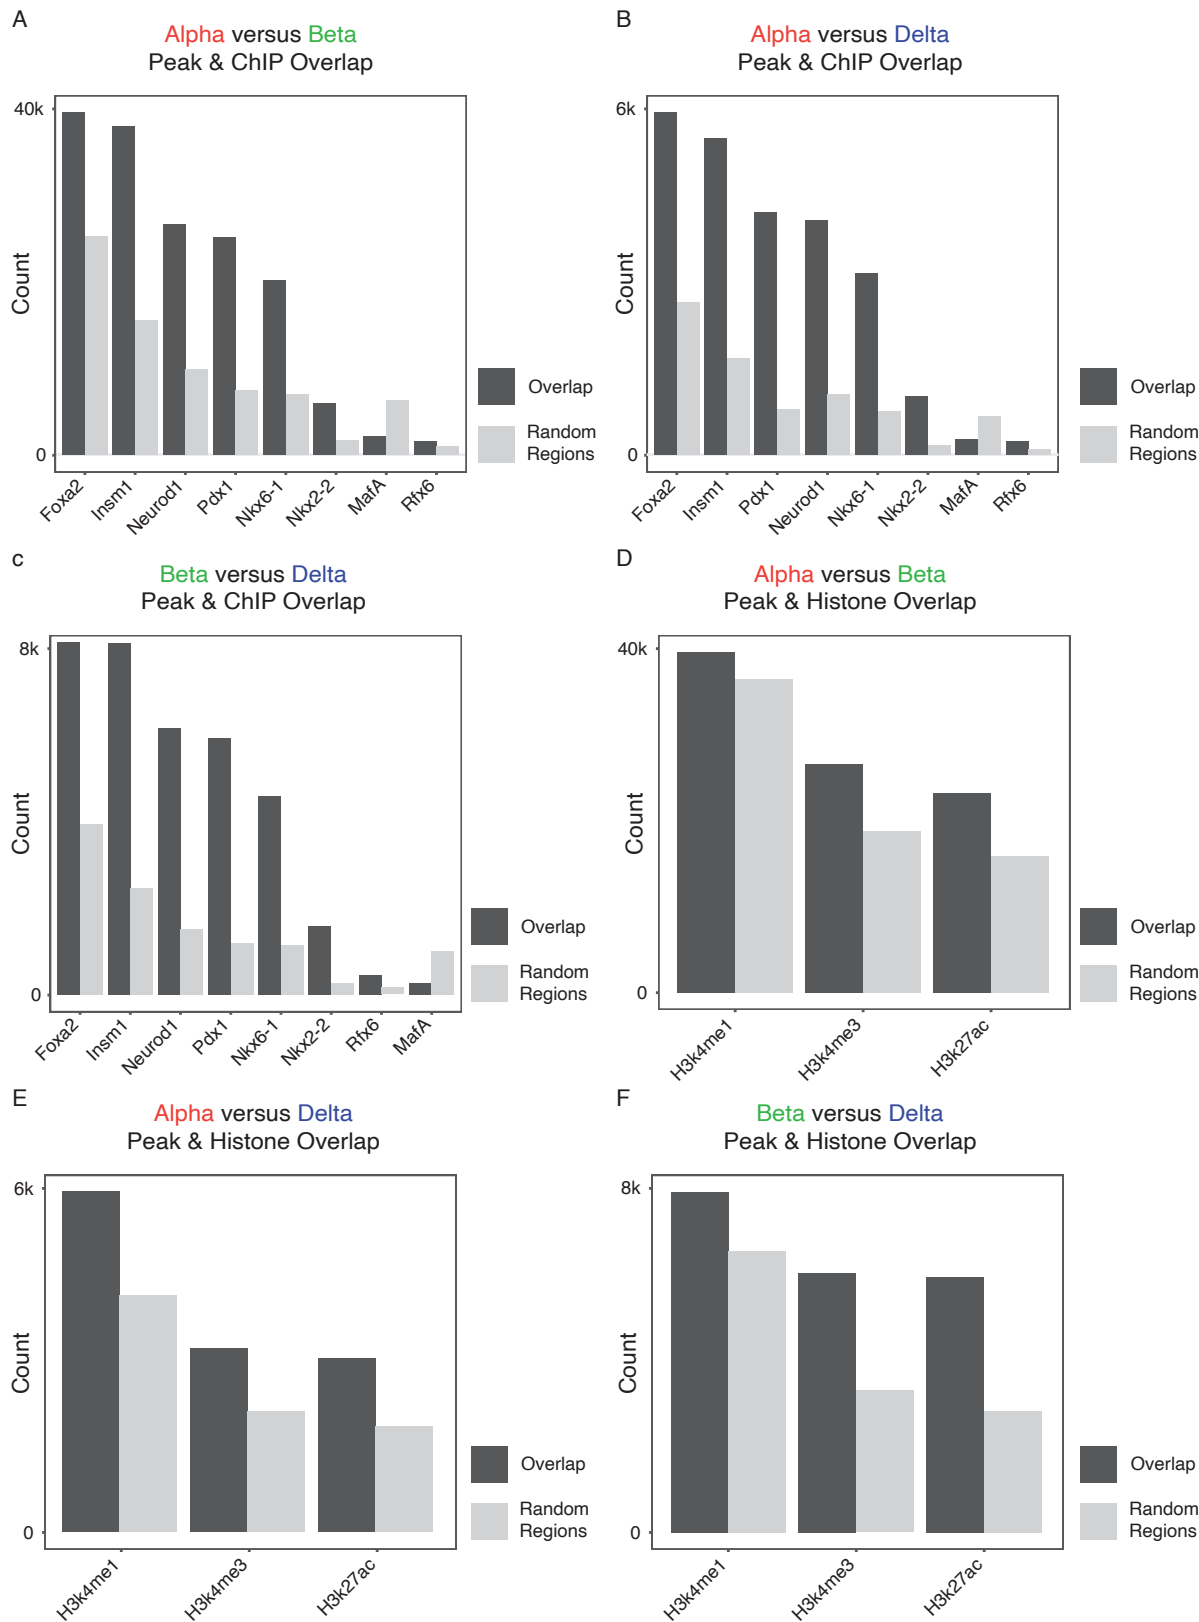

**Fig-S7** – Verifying transcription factor binding sites and histone mark occurrence at chromatin peaks to determine significance (observed versus expected). A-C: Transcription factors on chromatin regions deemed enriched between differentially enriched chromatin across all three pairwise comparisons. The majority of transcription factors used in our analysis were deemed statistically significant when observed compared to predicted. D-F: Histone mark occurrence on chromatin regions deemed enriched between differentially enriched chromatin across all three pairwise comparisons. All histone marks used in our analysis were deemed statistically significant when observed compared to predicted.

# Supplementary material for: Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers
**Source:** BMC Genomics. 2023 Apr 17;24:202. doi: 10.1186/s12864-023-09293-6
**Supplement:** Supplementary file 3 — Additional file 3: Dataset-S3. Unfiltered putative enhancer calls defined by open chromatin region in at least one of three cell types, overlapping the histone markers H3K27ac and H3K4me1.

Supplemental Figure 8 - Aggregated transcription factor ATAC Seq and companion RNA-Seq expression in alpha, beta, and delta cells.

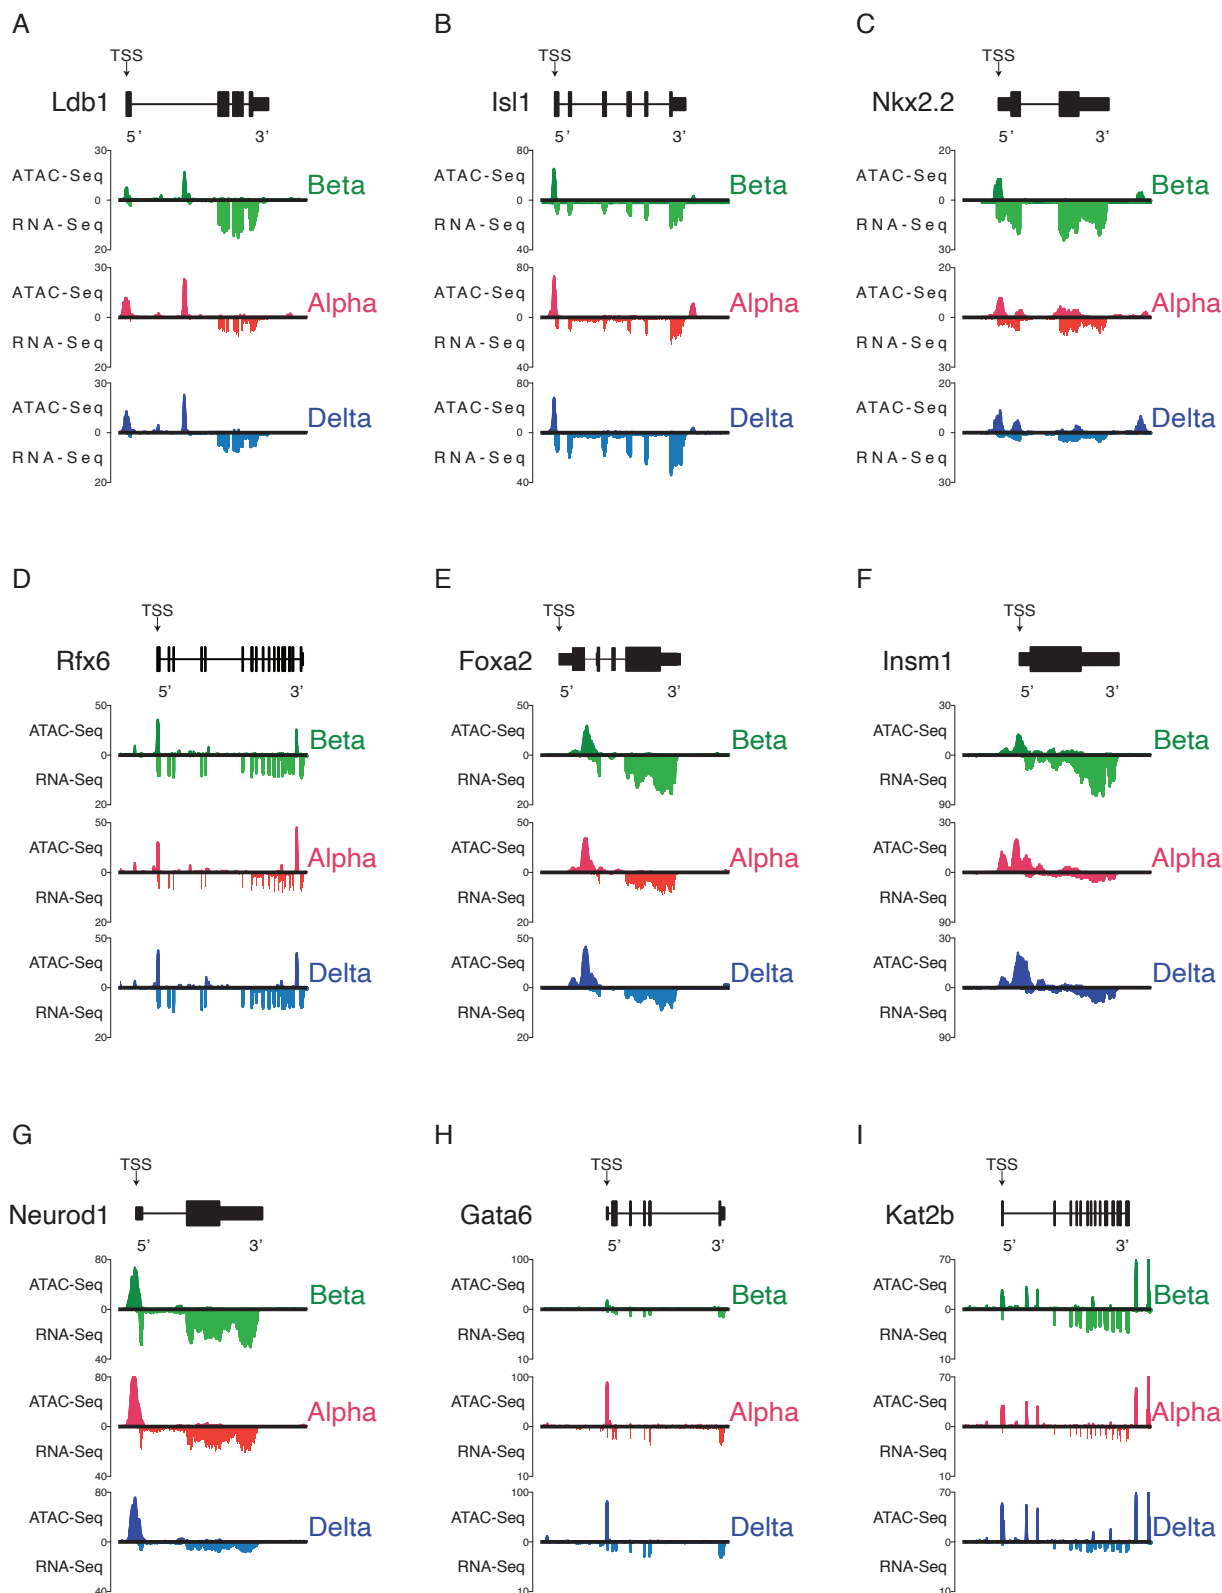

**Fig-S8** – Aggregated transcription factor ATAC Seq and companion RNA-Seq expression in alpha, beta, and delta cells. All genes are oriented for 5' to 3' end. A-I: Chromatin accessibility and gene expression for aggregated ChIP datasets.

# Supplementary material for: Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers
**Source:** BMC Genomics. 2023 Apr 17;24:202. doi: 10.1186/s12864-023-09293-6
**Supplement:** Supplementary file 4 — Additional file 4: Dataset-S4. Filtered putative enhancer calls defined by open chromatin region in at least one of three cell types, overlapping the histone markers H3K27ac and H3K4me1.

Supplemental Figure 9 – Further illustration of enhancer calls.

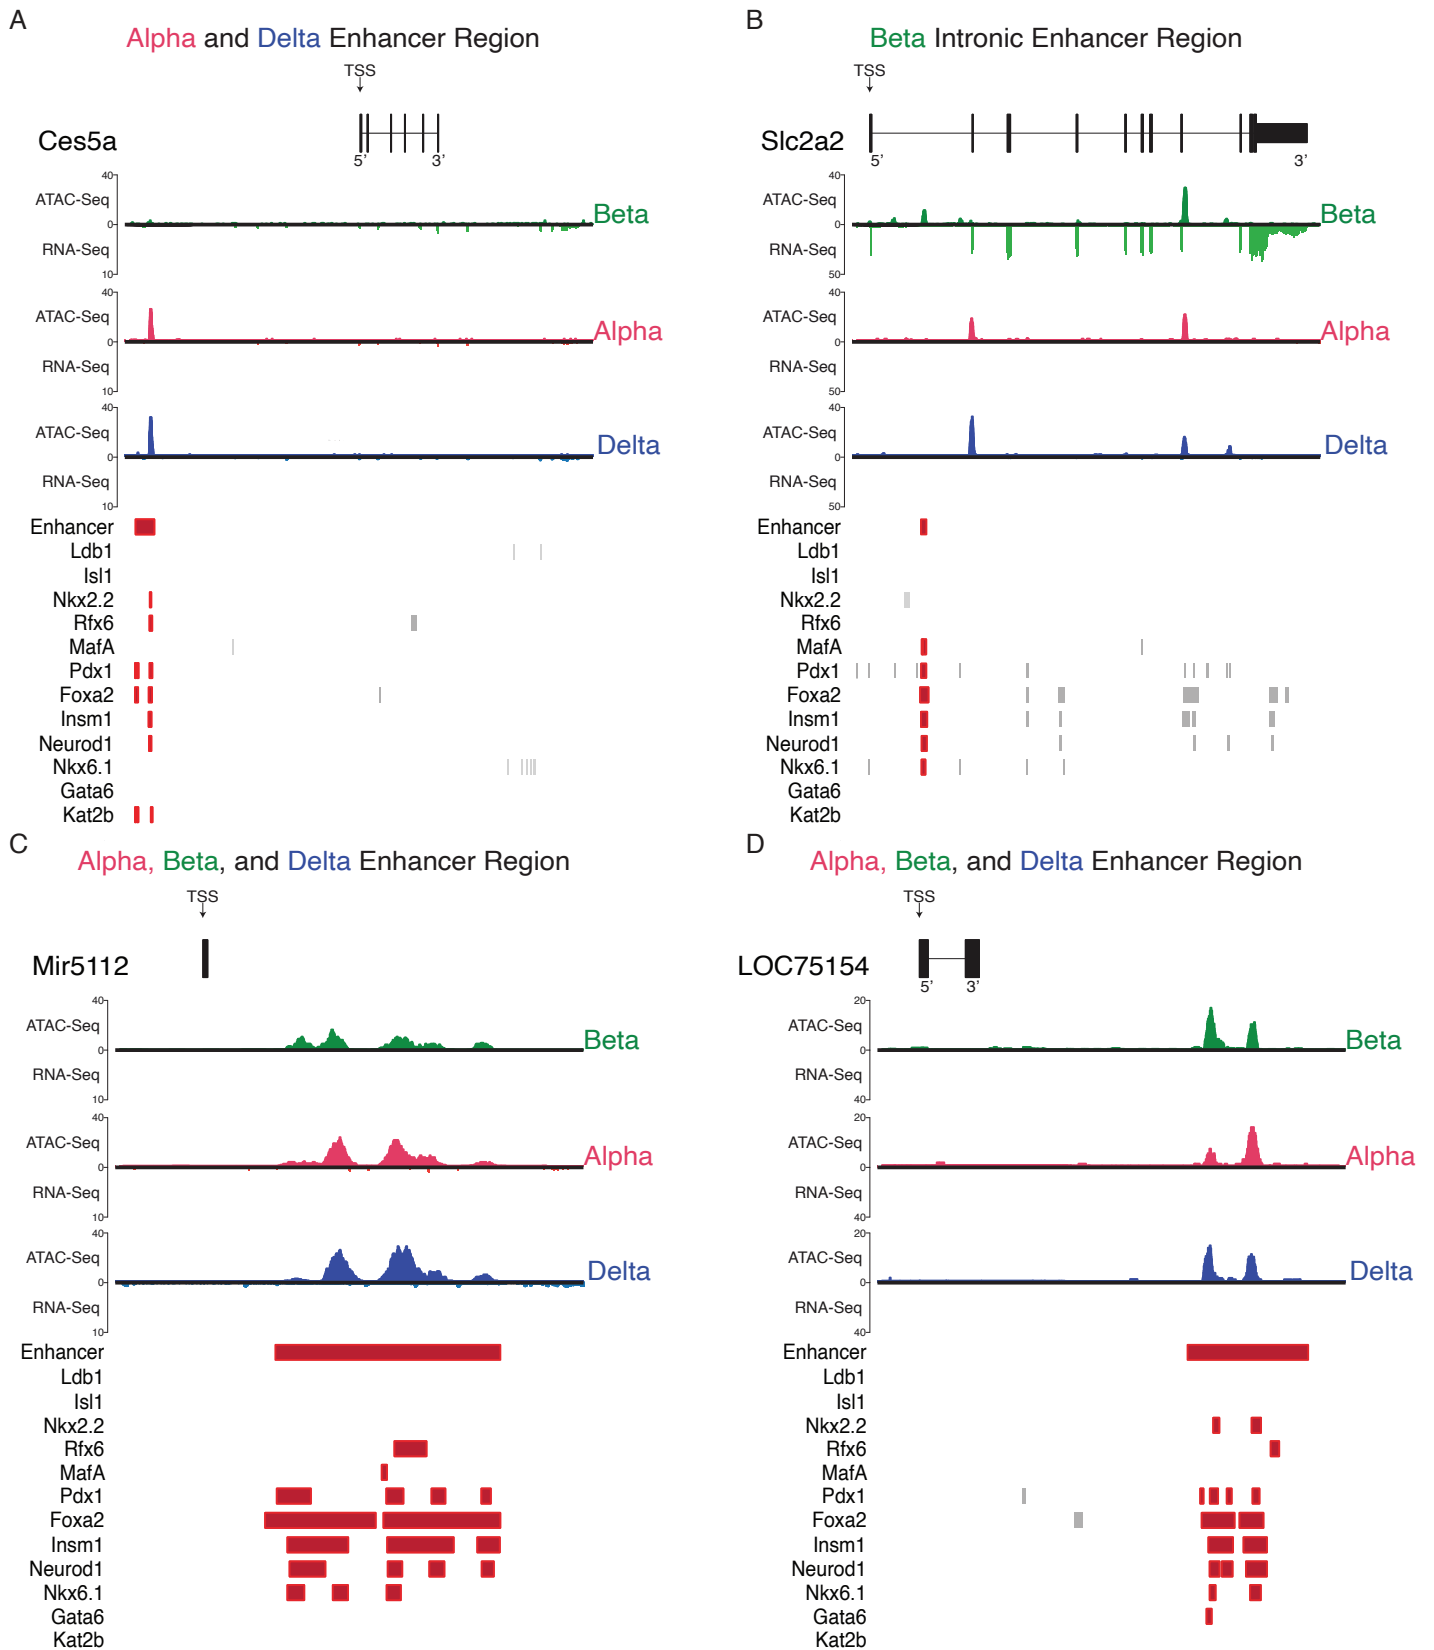

**Fig-S9** – Further illustration of enhancer calls. A: Visualizing a common alpha and delta enhancer region, unavailable in beta cells. B: Further illustration of a beta-unique enhancer region, occurring on the first intron of *Slc2a2*, with 6 co-binding sites for multiple transcription actors. C-D: Two examples of called enhancer regions common across all three cell types. Both are in distal-intergenic regions of the genome and exhibit high transcription factor co-binding activity.

# Supplementary material for: Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers
**Source:** BMC Genomics. 2023 Apr 17;24:202. doi: 10.1186/s12864-023-09293-6
**Supplement:** Supplementary file 5 — Additional file 5: Supplemental Figure 1. FACS sorting gates used to isolate alpha, beta, and delta cells through our mouse reporter lines.

**Supplemental Table 1** - Quality control metrics across all ATAC-Seq replicates

| <b>Sample</b> | <b># Cells</b> | <b>Sex</b> | <b>Library Prep</b> | <b>Library Type</b> | <b>Library Size (bp)</b> | <b>Total Reads</b> | <b>Total Reads Mapped</b> | <b>Unique Reads Mapped</b> | <b>FRiP</b> |
|---------------|----------------|------------|---------------------|---------------------|--------------------------|--------------------|---------------------------|----------------------------|-------------|
| alpha 1       | 20000          | F          | NexteraDNA          | single-end          | 444                      | 28.1 M             | 18.5 M                    | 2.5 M                      | 0.37        |
| alpha 2       | 20000          | M          | NexteraDNA          | single-end          | 475                      | 27.6 M             | 19.8 M                    | 3.0 M                      | 0.41        |
| beta 1        | 20000          | M          | NexteraDNA          | single-end          | 469                      | 31.9 M             | 21.9 M                    | 0.9 M                      | 0.42        |
| beta 2        | 20000          | F          | NexteraDNA          | single-end          | ~450                     | 36.1 M             | 24.8 M                    | 1.3 M                      | 0.42        |
| beta 3        | 20000          | M          | NexteraDNA          | single-end          | ~450                     | 40.2 M             | 27.6 M                    | 1.9 M                      | 0.35        |
| beta 4        | 20000          | F          | NexteraDNA          | single-end          | 457                      | 32.4 M             | 23.2 M                    | 3.4 M                      | 0.11        |
| delta 1       | 20000          | F          | NexteraDNA          | single-end          | ~450                     | 42 M               | 29.9 M                    | 3.2 M                      | 0.42        |
| delta 2       | 13500          | M          | NexteraDNA          | single-end          | ~450                     | 35.4 M             | 24.1 M                    | 1.5 M                      | 0.55        |

# Supplementary material for: Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers
**Source:** BMC Genomics. 2023 Apr 17;24:202. doi: 10.1186/s12864-023-09293-6
**Supplement:** Supplementary file 6 — Additional file 6: Supplemental Figure 2. Validating more chromatin accessibility ATAC Seq and companion RNA-Seq expression in alpha, beta, and delta cells against hallmark genes governing its respective cell’s identity.

**Supplemental Table 2** - Aggregated dataset description and reference. A: Pancreatic islet ChIP Seq transcription factor data aggregated to identify enhancer and enhancer regions. B: Pancreatic islet histone data aggregated to identify enhancer and enhancer regions. The final approach utilized two histone marks deemed most relevant at delineating putative enhancer regions while taking into account a risk of both false positives and false negatives.

A

| ChIP (Transcription Factor) Datasets |                |
|--------------------------------------|----------------|
| Marker                               | Accession Info |
| MafA                                 | GSE30298       |
| Nkx2.2                               | GSE79785       |
| Rfx6                                 | GSE62844       |
| Neurod1                              | GSE54046       |
| Foxa2                                | GSE54046       |
| Isl1                                 | GSE84759       |
| Kat2b                                | GSE78860       |
| Ldb1                                 | GSE84759       |
| Nkx6.1                               | GSE40975       |
| Pdx1                                 | E-MTAB-1143    |
| Gata6                                | GSE57090       |
| Insm1                                | GSE54046       |

B

| ChIP (Histone) Datasets |                |
|-------------------------|----------------|
| Marker                  | Accession Info |
| H3k27ac                 | GSE110648      |
| H3k4me3                 | GSE110648      |
| H3k4me1                 | GSE68618       |
| H2ak119ub               | GSE110648      |
| H3k27me1                | GSE110648      |
| H3k36me3                | GSE110648      |
| H3K9me3                 | GSE110648      |
| H3k9ac                  | GSE87530       |
| H3k27me3                | GSE110648      |

# Supplementary material for: Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers
**Source:** BMC Genomics. 2023 Apr 17;24:202. doi: 10.1186/s12864-023-09293-6
**Supplement:** Supplementary file 7 — Additional file 7: Supplemental Figure 3. Chromatin enrichment does not always correlate with associated gene expression.

**Supplemental Table 3** – Validating open chromatin peaks against known pancreatic islet ChIP binding sites. A: Evaluating the extent of open chromatin– as defined by our ATAC-Seq consensus peak set – contained binding sites for known, pancreatic islet transcription factors. Percent of open chromatin with associated binding sites ranged from 0.31-29.07%. The transcription factors Foxa2, Insm1, and Neurod1 had the highest number of binding sites. B: Evaluating the extent of each ChIP-Seq experiment’s binding site calls overlapped with open chromatin. Percent of overlap ranged from 0.35-63.79%. Nkx2.2, Neurod1, and Insm1 had the greatest overlap.

A

| <b>Percent of ATAC Peaks Overlapping with Transcription Factor Binding Sites</b> |                        |
|----------------------------------------------------------------------------------|------------------------|
| <b>Transcription Factor</b>                                                      | <b>Percent Overlap</b> |
| Foxa2                                                                            | 29.07%                 |
| Insm1                                                                            | 28.40%                 |
| Neurod1                                                                          | 20.09%                 |
| Pdx1                                                                             | 19.49%                 |
| Nkx6.1                                                                           | 15.44%                 |
| Nkx2.2                                                                           | 4.56%                  |
| MafA                                                                             | 1.56%                  |
| Rfx6                                                                             | 1.19%                  |
| Gata6                                                                            | 1.02%                  |
| Ldb1                                                                             | 0.41%                  |
| Kat2b                                                                            | 0.35%                  |
| Isl1                                                                             | 0.31%                  |

B

| <b>Percent of Transcription Factor Binding Sites Overlapping with ATAC Peaks</b> |                        |
|----------------------------------------------------------------------------------|------------------------|
| <b>Transcription Factor</b>                                                      | <b>Percent Overlap</b> |
| Nkx2.2                                                                           | 63.79%                 |
| Neurod1                                                                          | 55.07%                 |
| Insm1                                                                            | 51.49%                 |
| Pdx1                                                                             | 50.85%                 |
| Nkx6.1                                                                           | 43.56%                 |
| Gata6                                                                            | 40.20%                 |
| Rfx6                                                                             | 35.65%                 |
| Foxa2                                                                            | 34.86%                 |
| Isl1                                                                             | 9.95%                  |
| Ldb1                                                                             | 5.46%                  |
| MafA                                                                             | 3.27%                  |
| Kat2b                                                                            | 0.35%                  |

# Supplementary material for: Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers
**Source:** BMC Genomics. 2023 Apr 17;24:202. doi: 10.1186/s12864-023-09293-6
**Supplement:** Supplementary file 8 — Additional file 8: Supplemental Figure 4. Evaluating KEGG and gene network enrichment (Alpha versus Beta).

**Supplemental Table 4** - Validating motif-calling approach against known ChIP binding sites. A: Pancreatic islet ChIP Seq transcription factor peak calls analyzed by the motif-calling method to determine sensitivity and specificity. True positive calls ranged from 0.59-57%, and false positives ranged from 1.19-8.34%. B: Pancreatic islet ChIP Seq transcription factor peak calls limited to open chromatin determined by the consensus peak set analyzed by the motif-calling method to determine sensitivity and specificity. True positive calls ranged from 4.71-65.10%, and false positives ranged from 1.68-8.81%.

A

| <b>Transcription Factor Motif Calls against ChIP Peaks Validation</b> |                       |                      |                       |                      |
|-----------------------------------------------------------------------|-----------------------|----------------------|-----------------------|----------------------|
| <b>Transcription Factor</b>                                           | <b>False Negative</b> | <b>True Positive</b> | <b>False Positive</b> | <b>True Negative</b> |
| Rfx6                                                                  | 43.00%                | 57%                  | 8.34%                 | 91.66%               |
| Gata6                                                                 | 77.58%                | 22.42%               | 1.78%                 | 98.22%               |
| Foxa2                                                                 | 78.17%                | 21.83%               | 6.38%                 | 93.62%               |
| Nkx6.1                                                                | 82.05%                | 17.95%               | 6.89%                 | 93.11%               |
| Nkx2.2                                                                | 89.48%                | 10.52%               | 2.98%                 | 97.02%               |
| Insm1                                                                 | 93.39%                | 6.61%                | 3.63%                 | 96.37%               |
| Pdx1                                                                  | 95.51%                | 4.49%                | 1.26%                 | 98.74%               |
| Isl1                                                                  | 98.33%                | 1.67%                | 0.51%                 | 99.49%               |
| MafA                                                                  | 99.41%                | 0.59%                | 1.19%                 | 98.81%               |

B

| <b>Transcription Factor Motif Calls against ChIP Peaks (Open ATAC only) Validation</b> |                       |                      |                       |                      |
|----------------------------------------------------------------------------------------|-----------------------|----------------------|-----------------------|----------------------|
| <b>Transcription Factor</b>                                                            | <b>False Negative</b> | <b>True Positive</b> | <b>False Positive</b> | <b>True Negative</b> |
| Rfx6                                                                                   | 34.90%                | 65.10%               | 8.81%                 | 91.19%               |
| Foxa2                                                                                  | 80.11%                | 19.89%               | 8.92%                 | 91.08%               |
| Gata6                                                                                  | 83.80%                | 16.20%               | 1.98%                 | 98.02%               |
| Nkx6.1                                                                                 | 88.61%                | 11.39%               | 8.74%                 | 91.26%               |
| Nkx2.2                                                                                 | 90.28%                | 9.72%                | 3.69%                 | 96.31%               |
| MafA                                                                                   | 91.29%                | 8.71%                | 1.73%                 | 98.27%               |
| Insm1                                                                                  | 91.74%                | 8.26%                | 3.97%                 | 96.03%               |
| Isl1                                                                                   | 94.12%                | 5.88%                | 0.74%                 | 99.26%               |
| Pdx1                                                                                   | 95.30%                | 4.71%                | 1.68%                 | 98.32%               |

# Supplementary material for: Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers
**Source:** BMC Genomics. 2023 Apr 17;24:202. doi: 10.1186/s12864-023-09293-6
**Supplement:** Supplementary file 13 — Additional file 13: Supplemental Figure 9. Further illustration of enhancer calls.

Supplemental Figure 1 - FACS sorting gates used to isolate alpha, beta, and delta cells through our mouse reporter lines.

A

Beta and Alpha FACS    Beta and Delta FACS

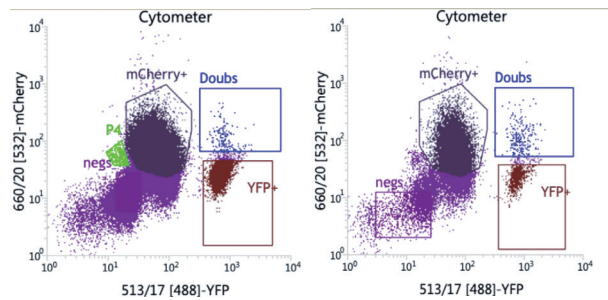

**Fig-S1** – FACS sorting gates used to isolate alpha, beta, and delta cells through our mouse reporter lines. FACS sorting gates isolating beta cells (Ins2-mCherry+) from either alpha (Gcg-YFP+) or delta cells (Sst-YFP+). Double negatives are non-beta and non-alpha or non-delta cells. Double positives (mCherry/YFP+) represent cells with both Ins2 expression and Gcg or Sst expression, reflective of transdifferentiated beta cells. These were not included in any of the samples.

# Supplementary material for: Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers
**Source:** BMC Genomics. 2023 Apr 17;24:202. doi: 10.1186/s12864-023-09293-6
**Supplement:** Supplementary file 14 — Additional file 14: Supplemental Table 1. Quality control metrics across all ATAC-Seq replicates.

Supplemental Figure 2 – Validating more chromatin accessibility ATAC Seq and companion RNA-Seq expression in alpha, beta, and delta cells against hallmark genes governing its respective cell's identity.

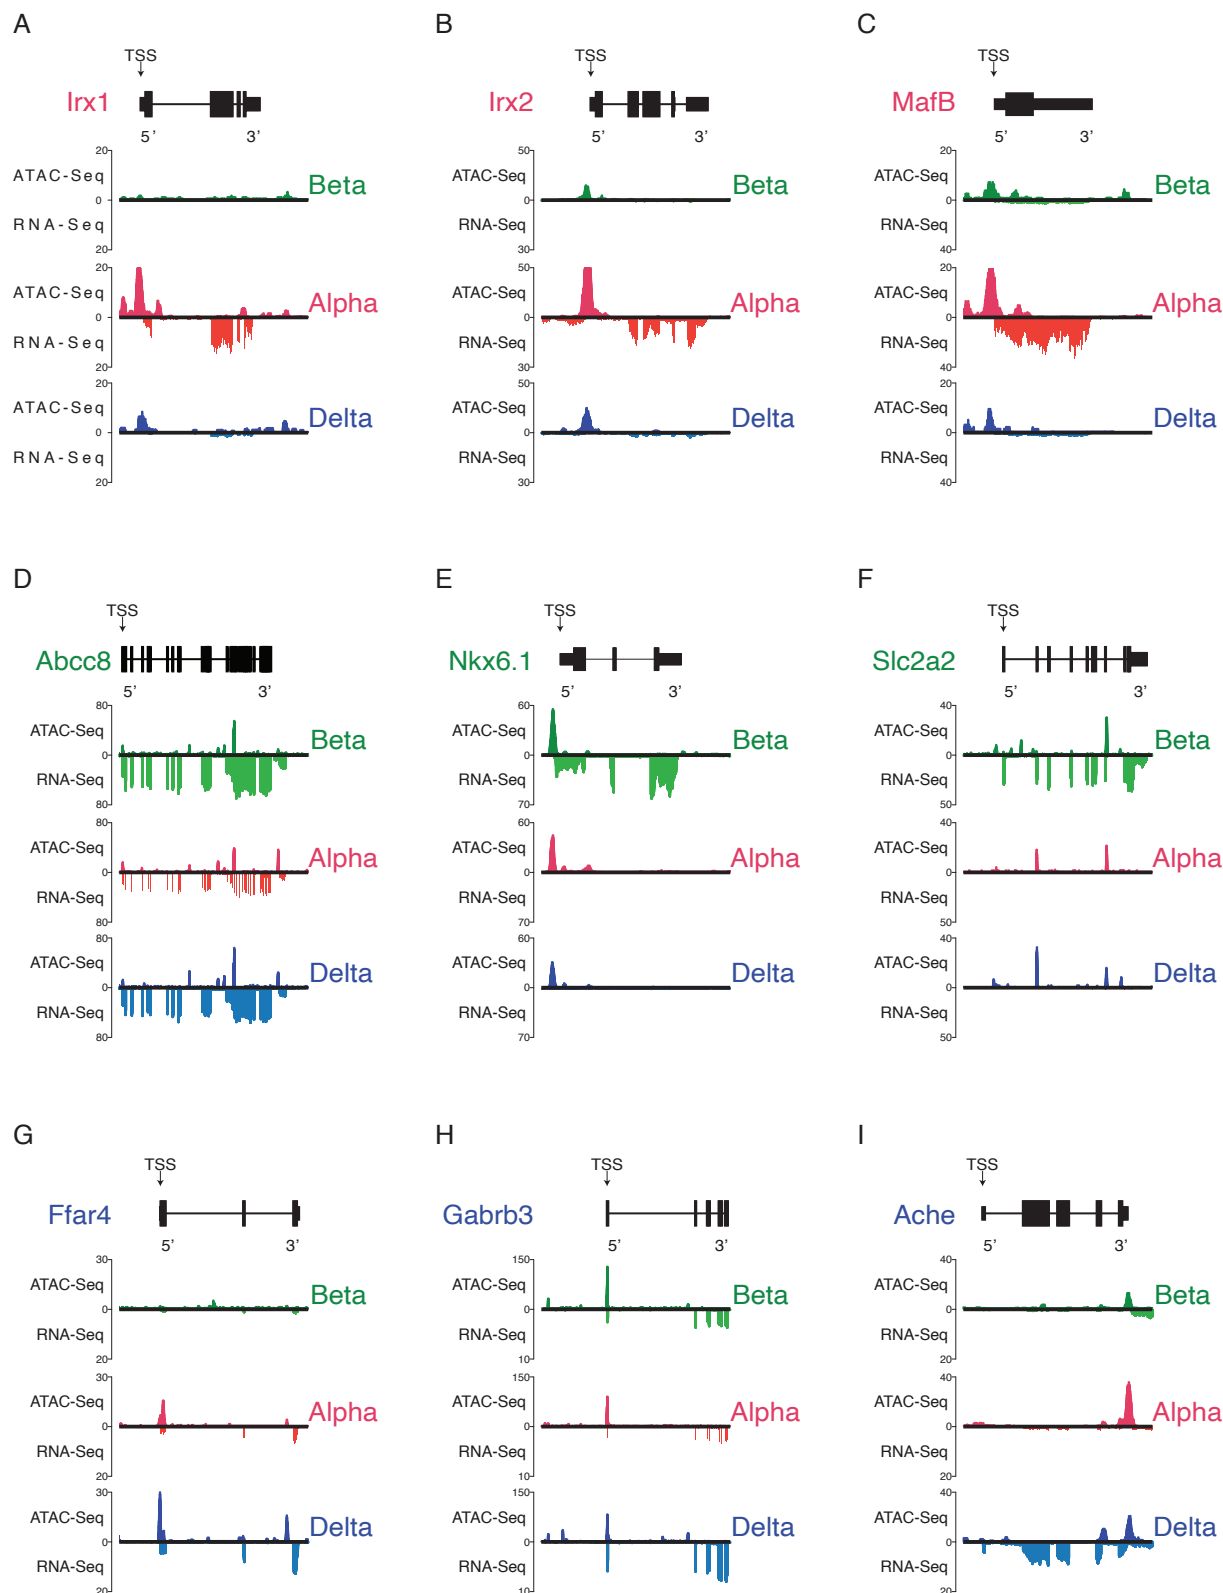

**Fig-S2** – Validating more chromatin accessibility ATAC Seq and companion RNA-Seq expression in alpha, beta, and delta cells against hallmark genes governing its respective cell's identity. All genes are oriented for 5' to 3' end. A-C: Normalized chromatin accessibility and transcript expression across alpha cell hallmark genes *Irx1*, *Irx2*, and *MafB*. D-F: Normalized chromatin accessibility and transcript expression across beta cell hallmark genes *Abcc8*, *Nkx6.1*, and *Slc2a2*. G-I: Normalized chromatin accessibility and transcript expression across delta cell hallmark genes *Ffar4*, *Gabrb3*, and *Ache*.

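For the alpha genes, Irx1 (ENSMUSG00000060969.9, chromosome 13, 71957921 to 71963723, minus strand) had a TSS peak in both alpha replicates, at percentiles 93.3 and 80.3, in both delta replicates, at 72.4 and 19.7, and in beta 3, at 45.3. Irx2 (ENSMUSG00000001504.10, chromosome 13, 72628820 to 72634198, plus strand) had a TSS peak in all 7 libraries, at 97.4 and 98.4 in the alpha lists and from 7.93 in beta 1 to 91.8 in beta 3. For the beta genes, Abcc8 (ENSMUSG00000040136.10, chromosome 7, 46104523 to 46180033, minus strand) had a TSS peak in all 7 libraries, at percentiles 71.8 to 88.9 in the alpha, 65.2 to 94.2 in the beta, and 67.9 to 81.1 in the delta lists. Slc2a2 (ENSMUSG00000027690.13, chromosome 3, 28697903 to 28731359, plus strand) had none within 1 kb of its 5' end in any library, but a peak in all 7 within 1 kb of any of its transcript starts. For the delta genes, Ffar4 (ENSMUSG00000054200.7, chromosome 19, 38097071 to 38114263, plus strand) had a TSS peak in both delta replicates, at 90.9 and 87.0, in both alpha replicates, at 84.4 and 80.0, and in beta 1. Ache (ENSMUSG00000023328.14, chromosome 5, 137287519 to 137294466, plus strand) had one in alpha 1 and delta 1, and in all 7 libraries with a window of 3 kb.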

# Supplementary material for: Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers
**Source:** BMC Genomics. 2023 Apr 17;24:202. doi: 10.1186/s12864-023-09293-6
**Supplement:** Supplementary file 15 — Additional file 15: Supplemental Table 2. Aggregated dataset description and reference. A: Pancreatic islet ChIP Seq transcription factor data aggregated to identify enhancer and enhancer regions. B: Pancreatic islet histone data aggregated to identify enhancer and enhancer regions. The final approach utilized two histone marks deemed most relevant at delineating putative enhancer regions while taking into account a risk of both false positives and false negatives.

Supplemental Figure 3 - Chromatin enrichment does not always correlate with associated gene expression.

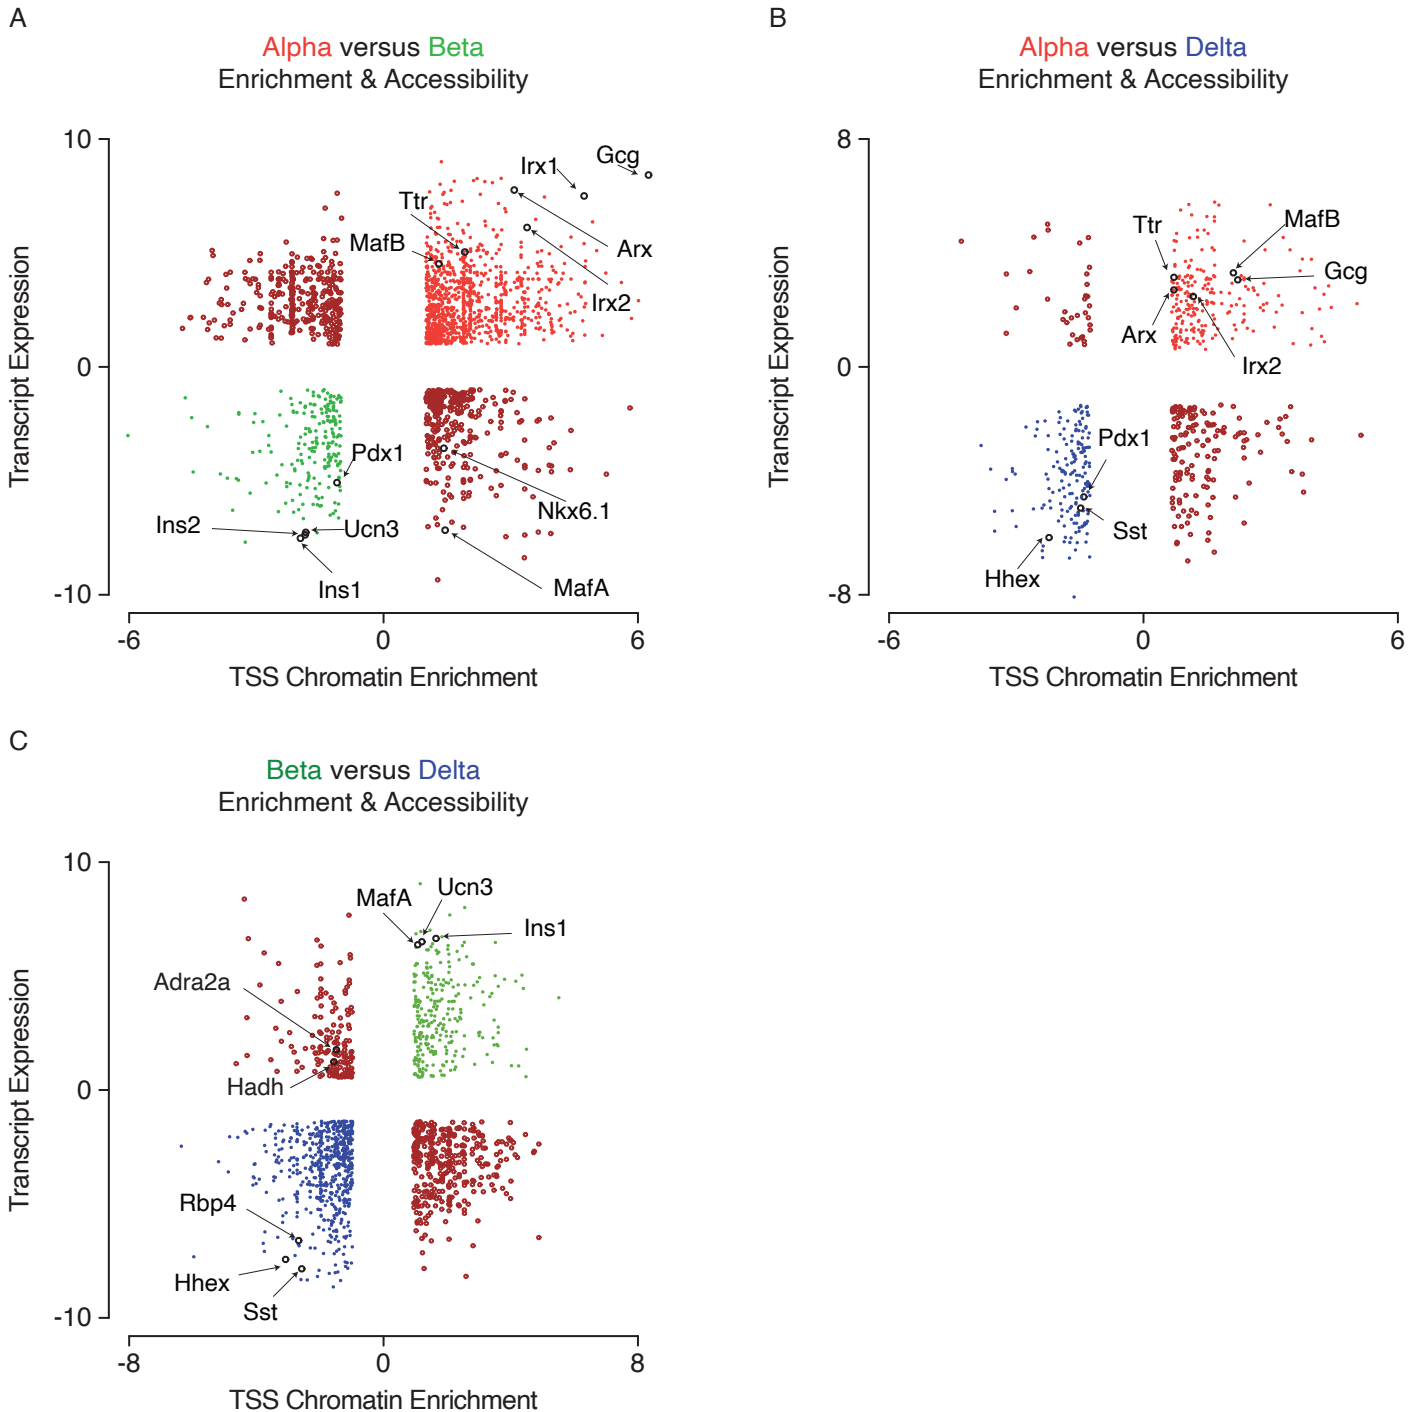

**Fig-S3** – Chromatin enrichment does not always correlate with associated gene expression. Select hallmark genes defining demonstrating congruent and incongruent chromatin and gene enrichment for cell-specific markers. A: Differentially enriched chromatin at TSS regions and respective gene expression between alpha and beta cells. The majority of cell-specific markers show TSS-enrichment within the cell type of expression. Notably, *Nkx6.1* and *MafA* show TSS enrichment in alpha cells, despite being transcription factors associated with beta cells. B: Differentially enriched chromatin at TSS regions and respective gene expression between alpha and delta cells. C: Differentially enriched chromatin at TSS regions and respective gene expression between beta and beta cells. The majority of cell-specific markers show TSS-enrichment within the cell type of expression.

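Nkx6-1 (ENSMUSG00000035187.10, chromosome 5, 101658139 to 101664996, minus strand) had a TSS peak in all 7 libraries, at percentiles 93.2 to 95.0 in the alpha, 92.7 to 98.9 in the beta, and 90.8 to 92.4 in the delta lists, and each reached a -log10 q of 2. The paper's Dataset-S2 gives a log2 difference between alpha and beta cells of -3.57 in expression and 1.42 in TSS accessibility for Nkx6-1, and of -7.17 and 1.45 for Mafa. The presence of a peak therefore does not separate alpha from beta cells at either gene, and the accessibility differences rest on read counts that the peak lists do not hold.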

# Supplementary material for: Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers
**Source:** BMC Genomics. 2023 Apr 17;24:202. doi: 10.1186/s12864-023-09293-6
**Supplement:** Supplementary file 16 — Additional file 16: Supplemental Table 3. Validating open chromatin peaks against known pancreatic islet ChIP binding sites. A: Evaluating the extent of open chromatin– as defined by our ATAC-Seq consensus peak set – contained binding sites for known, pancreatic islet transcription factors. Percent of open chromatin with associated binding sites ranged from 0.31-29.07%. The transcription factors Foxa2, Insm1, and Neurod1 had the highest number of binding sites. B: Evaluating the extent of each ChIP-Seq experiment’s binding site calls overlapped with open chromatin. Percent of overlap ranged from 0.35-63.79%. Nkx2.2, Neurod1, and Insm1 had the greatest overlap.

Supplemental Figure 4 – Evaluating KEGG and gene network enrichment (Alpha versus Beta).

A

### Alpha versus Beta KEGG Pathway Enrichment

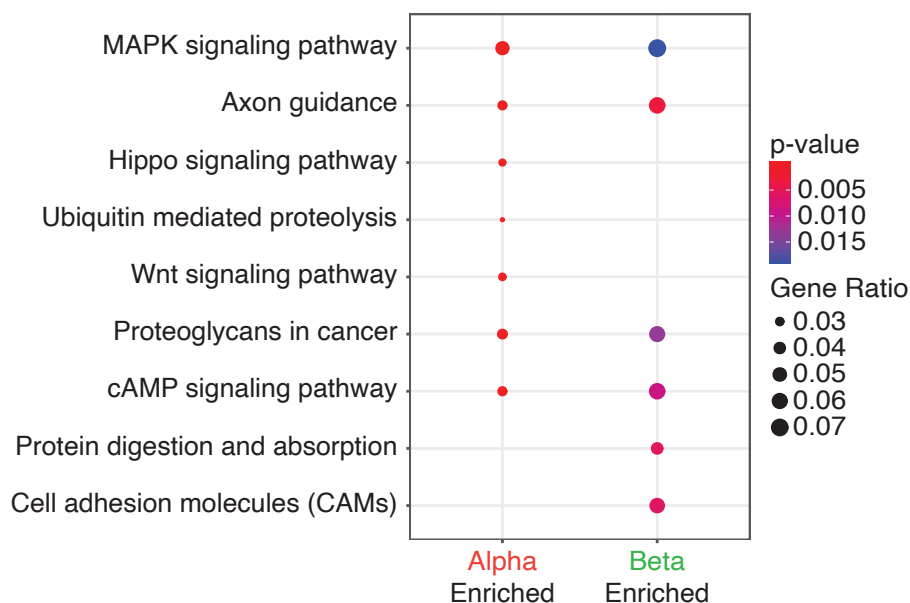

B

### Alpha versus Beta Gene Network Enrichment

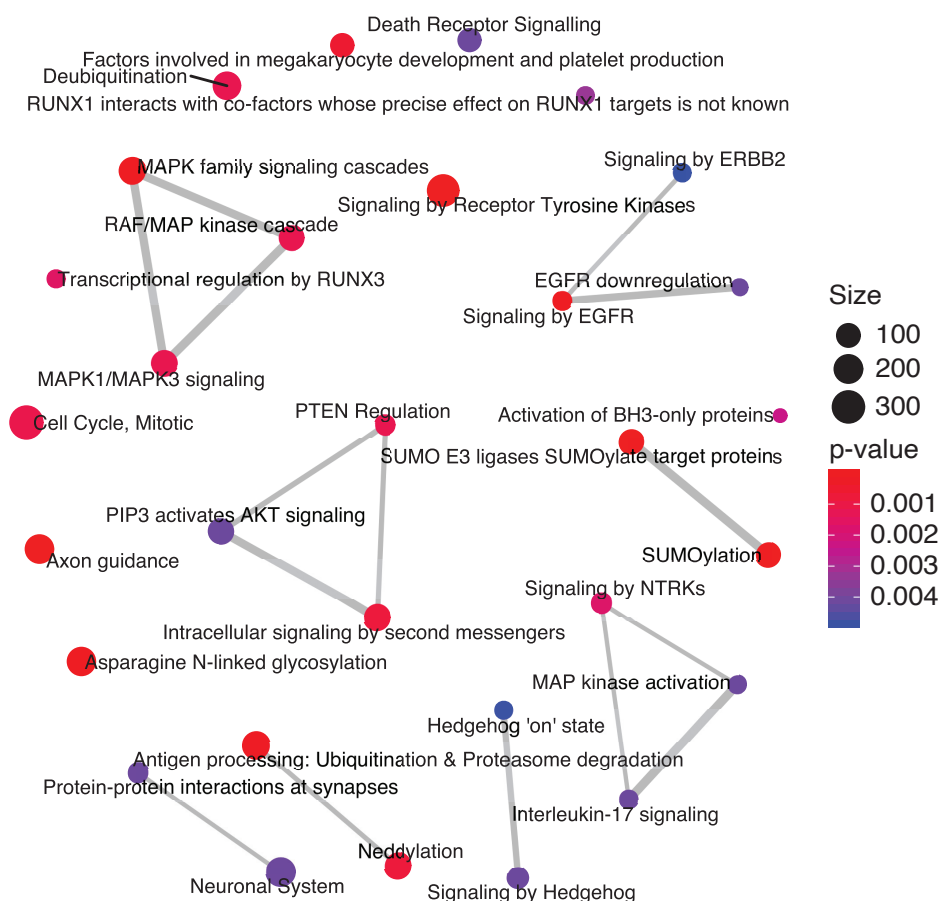

**Fig-S4** – Evaluating KEGG and gene network enrichment across differentially enriched peaks between alpha and beta cells. A: KEGG enrichment of differentially enriched peaks identified pathways common between the two cell types, or unique to one. B: Gene network enrichment indicative of possible functions of differentially enriched chromatin regions between the two cell types.

# Supplementary material for: Chromatin accessibility differences between alpha, beta, and delta cells identifies common and cell type-specific enhancers
**Source:** BMC Genomics. 2023 Apr 17;24:202. doi: 10.1186/s12864-023-09293-6
**Supplement:** Supplementary file 17 — Additional file 17: Supplemental Table 4. Validating motif-calling approach against known ChIP binding sites. A: Pancreatic islet ChIP Seq transcription factor peak calls analyzed by the motif-calling method to determine sensitivity and specificity. True positive calls ranged from 0.59-57%, and false positives ranged from 1.19-8.34%. B: Pancreatic islet ChIP Seq transcription factor peak calls limited to open chromatin determined by the consensus peak set analyzed by the motif-calling method to determine sensitivity and specificity. True positive calls ranged from 4.71-65.10%, and false positives ranged from 1.68-8.81%.

Supplemental Figure 5 - Evaluating KEGG and gene network enrichment (Alpha versus Delta).

A

### Alpha versus Delta KEGG Pathway Enrichment

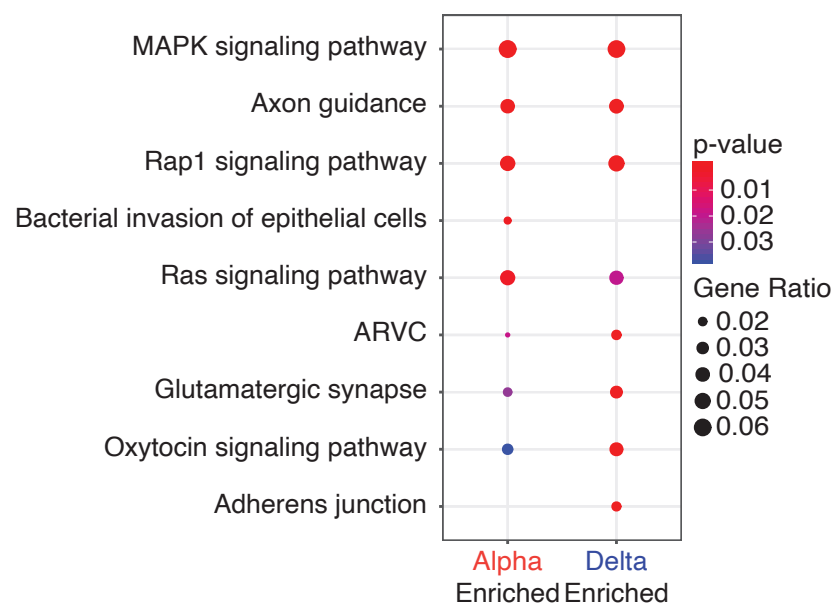

B

### Alpha versus Delta Gene Network Enrichment

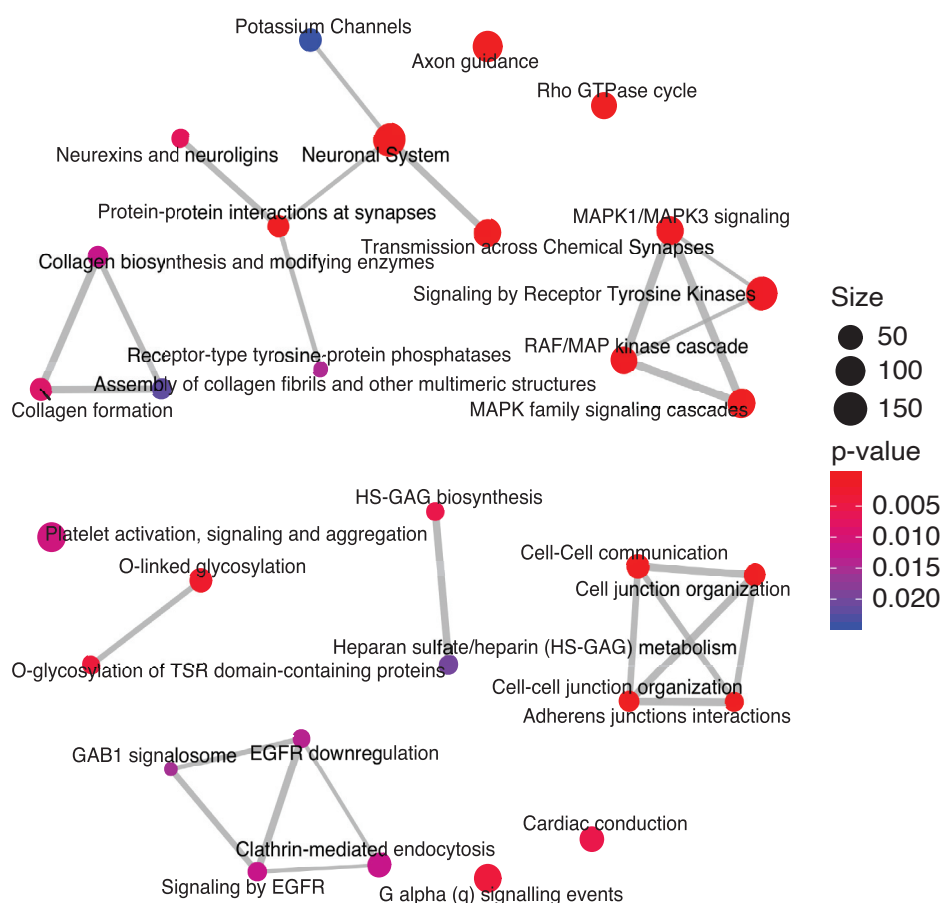

**Fig-S5** – Evaluating KEGG and gene network enrichment across differentially enriched peaks between alpha and delta cells. A: KEGG enrichment of differentially enriched peaks identified pathways common between the two cell types, or unique to one. B: Gene network enrichment indicative of possible functions of differentially enriched chromatin regions between the two cell types.

How the deposited data were processed for this re-analysis (not part of the article)

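ATAC-Seq was performed on alpha, beta, and delta cells sorted from the islets of reporter mice, and peak lists of 7 libraries, 2 alpha, 3 beta, and 2 delta, were analysed. The cell type and replicate of each library were taken from its deposited label, and the number of sorted cells, the sex, the reads, and the FRiP score from the paper's Table-S1. The names of the 3 deposited beta lists carry another cell type than their labels. The labels were used, so every beta value rests on them. The paper removed a further beta replicate for its low FRiP score, and no list of it was analysed.

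The authors trimmed single-end reads with Trimmomatic, aligned them with Bowtie 2 to GRCm38 without mitochondrial DNA, marked duplicates with Picard, removed blacklist regions, and called peaks with MACS2 in each library separately. The -log10 p and -log10 q values of a peak were made by the authors with MACS2 from the reads of that library alone. The fold enrichment was made by the authors with MACS2, as the ratio of the signal at the summit to the local background of the same library. The score, which is 10 times the -log10 p, comes from the authors' MACS2 calls as well. The paper's text does not name the MACS2 threshold, and in every list the lowest -log10 p was 2.01. Within a list, peaks were ranked by -log10 p, with ties ordered by fold enrichment where single peaks were chosen, and filtered by -log10 q. The median fold enrichment of each library was 1 of the measures compared across libraries in the closing part.

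Depth differed between libraries. Unique reads ranged from 900000 in beta 1 to 3200000 in delta 1 by the paper's Table-S1, and between 5.00% and 54.9% of the peaks of a list reached a -log10 q of 2. A peak list holds no reads outside peaks, so an absent peak has no limit of detection that could be computed from it. The 95% intervals of shares are Wilson intervals. They cover counting error only, and neighbouring regions are not independent.

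Rows of a list that repeat an interval with another summit were counted once, and peaks that overlap by at least 1 bp were merged across libraries. Regions of at least 2 libraries formed the consensus, and regions of at least 2 replicates the open regions of a cell type. Regions were annotated with GENCODE vM21, which the paper's text does not name, in ChIPseeker's order, with promoters within 3 kb of a TSS on either side and a downstream window of 300 bp. The paper's text gives 3 kb upstream and the legend of Fig. 3 gives 3 kb up or downstream, and the upstream form was an alternative. A TSS peak is a peak within 1 kb of the 5' end of a gene. For random placement, regions of the same widths were placed 5 times on the same chromosomes, outside the first 3 Mb of each.

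The paper tested read counts per region for differences through DiffBind. Peak lists hold no such counts, so this test was not repeated, and regions present in at least 2 replicates of one cell type and in none of the other were used in its place. Cell types were compared over all assignments of the libraries by exact permutation tests. These were one-sided for similarity, without direction for class shares per library, and two-sided for differences between selective sets and for correlations. With 7 libraries the smallest p is 0.00952. Between alpha or delta and beta cells it is 0.1, and between alpha and delta cells 0.333, so these pairs cannot reach 0.05.

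The named genes are 27 of those whose peaks the paper describes or draws, without the further transcription factor genes of Fig-S8, with Ins1 for its promoter in the reporter and Xist for sex. For each cell type, 3 protein-coding genes were added that have a TSS peak in every replicate of that cell type and in no other library and the highest value of their lowest percentile by -log10 p. Not every named gene is reported in the text. Dataset-S2 of the paper holds 3789 entries, and 3640 (96.1%) were matched to the annotation by symbol. The supplementary lists of putative enhancers and of consensus peaks could be read only in part.

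These rules, the tests, and the alternatives were chosen before the data were examined, except the permutation within sex and the tests that the closing part names. The alternatives were a -log10 q of at least 2, 50000 peaks per list, coverage of at least 0.5 of a region, consensus regions of at least 3 libraries, promoters upstream only, protein-coding genes only, other rules for selective regions, a TSS window of 3 kb, any transcript start, a Jaccard index in base pairs, a replicate block, and each library left out in turn.

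Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, and matplotlib 3.10.9 was used. Merged regions were checked against bedtools 2.31.1, and none of 834695 differed. The steps were tested on simulated lists with 400 selective regions made per cell type. All of these were found, at most 0.249% of the regions found had not been made, and promoter-proximal shares were within 0.175 percentage points of those made. The simulated lists held 7400 sites each and were filtered at a -log10 q of 2, and every made site was in every replicate of its cell type. The real lists differ in length and depth and were used unfiltered in the main results. The simulation therefore checks the steps and not how well selective regions are found in the real lists. Gene expression, motif, pathway, and ChIP analyses of the paper were left out, since the peak lists do not hold their data.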

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

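The comparison of the other beta lists with the alpha and delta lists, and the error of the overlap ratio from leaving out chromosomes, were chosen after the results were seen, as was the number of strong Y chromosome peaks beside their share. For 9 measures per library, the highest and lowest of the 7 libraries were compared with their nearest neighbour, and at 2 of the 18 ends the gap, as a part of the whole range, was above the 95% critical value of Dixon for 7 samples. Both are beta 1, with 0.814 for the number of peaks and 0.833 for the share on the Y chromosome. Chance alone gives about 1 such library in 20 groups.

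The list of beta 1 held 518503 peaks, against 158066 in the next longest list, and only 5.00% of them had a -log10 q of at least 2. An excess of peaks in all beta libraries is argued against by the lists of beta 2 and beta 3. Their mean length was 0.818 of that of the alpha and delta lists, with 91089 and 103935 peaks, inside the range of 75860 to 158066 of those lists. They had 1300000 and 1900000 unique reads, against 1500000 to 3200000 in the alpha and delta libraries. Depth was not allowed for, so list length cannot exclude more open chromatin in beta cells. Weak calls from the library with the fewest unique reads may explain the excess. Peaks of beta 1 with a -log10 q under 2 overlapped the other lists 2.15 times as often as random placement, below the 2.62 to 4.07 times of the weak peaks in the other 6 libraries. The ratio is still well above 1, so part of these peaks lies in chromatin that other libraries call open, and noise and weak open sites cannot be told apart from these lists. If the weak peaks were beta cell chromatin, they would overlap the other beta lists more than the alpha and delta lists, relative to random placement. The ratio of both was 1.01 (95% interval 0.999 to 1.03 with each chromosome left out in turn), which cannot be told apart from 1. A sequencing batch was not tested, since neither the labels nor the paper give one.

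On the Y chromosome lay 3.52% of the peaks of beta 1, against 0.656% in beta 3, the next highest. Weak calls on that chromosome may account for it. Beta 1 had 199 peaks with a -log10 q of at least 2 there, no more than alpha 2 with 199 and beta 3 with 208, against 18256 among all its peaks. The share at this threshold was 0.768%, above the 0.406% to 0.547% of the other 3 male libraries, but of a smaller total of 25903 peaks. The number of peaks and the share point different ways, so weak calls and another source cannot be told apart. Beta 3 and beta 1 share cell type and sex, and whether they share a reporter line is not stated. The design as labelled therefore gives no biological explanation to test, and repeats of the Y chromosome were not tested.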

How the results depend on the processing

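The permutation within sex was chosen after the data were seen, and the other alternatives beforehand. The results were recomputed with peaks of a -log10 q of at least 2, with 50000 peaks per list, with at least 0.5 of a region covered by a library's peaks, with other definitions of promoter, TSS, and selective region, and without each library in turn. In the lists of shares given here, the 6 selective sets stand in the order alpha and beta for alpha against beta cells, alpha and delta for alpha against delta cells, and beta and delta for beta against delta cells. Where no cause is given for a change, the cause was not tested.

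The difference in similarity within minus between cell types was 0.0950 among peaks with a -log10 q of at least 2 and 0.0745 with 50000 peaks per list, and its one-sided exact permutation p of 0.0286 in both cases fell under 0.05, which the p of 0.171 for the full lists did not. A Jaccard index in base pairs reversed the difference to -0.00673. Across the fits that each left out 1 library it ranged from -0.000330 to 0.0930, with the reversal to -0.000330 without alpha 1. With the replicate block, in which cell types are permuted only within a replicate number, the exact permutation p was 0.111, where the smallest possible is 0.0556. The replicate numbers do not pair the libraries, since libraries with the same number had a median correlation of 0.0225 after cell type was removed. The p was 0.278 within sex, 0.143 with at least 0.5 of a region covered, and 0.0667 to 0.133 without each beta library. No p was computed without an alpha or a delta library, which leaves that cell type with 1 list.

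Among peaks with a -log10 q of at least 2, consensus regions numbered 51202 and open regions 22434 in beta cells, since fewer peaks enter. The promoter-proximal share of open regions was 51.7% in alpha and 53.0% in beta cells, the intronic share 22.3% in alpha, 19.9% in beta, and 22.6% in delta cells, and the distal-intergenic share 23.1% in alpha and 24.5% in beta cells. Selective counts of 2894 beta-selective against alpha, 4272 alpha-selective against delta, 4056 delta-selective against alpha, and 2130 beta-selective against delta cells were outside 1.5 times those of the full lists. The promoter-proximal shares of the 6 selective sets were 32.1%, 18.4%, 26.2%, 20.4%, 20.2%, and 30.3%, and the distal-intergenic shares 30.2%, 42.5%, 34.7%, 38.2%, 40.5%, and 31.7%. The intronic share per library differed between cell types with an exact permutation p of 0.00952, the smallest possible. It was 0.0857 after adjustment over 9 tests. The exact permutation p was 0.219 with all peaks and 0.571 with 50000 peaks per list. Among genes of Dataset-S2, the share with a TSS peak in the more accessible minus the other cell type reversed to -0.327 points for incongruent genes more accessible in beta than alpha cells, and to -6.13 points for those more accessible in beta than delta cells.

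With 50000 peaks per list, consensus regions numbered 56854 and open regions 30012 in alpha and 27844 in beta cells, since fewer peaks enter. The promoter-proximal share of open regions was 52.0% in alpha and 49.3% in beta cells, the intronic share 22.1% in alpha, 21.5% in beta, and 23.3% in delta cells, and the distal-intergenic share 23.0% in alpha and 26.4% in beta cells. Selective counts of 5069 beta-selective against alpha, 3817 alpha-selective against delta, and 3705 beta-selective against delta cells were outside 1.5 times those of the full lists. The promoter-proximal shares of the 6 selective sets were 30.8%, 18.4%, 26.6%, 20.0%, 20.8%, and 27.9%, and the distal-intergenic shares 30.4%, 43.2%, 34.6%, 38.6%, 41.8%, and 32.3%. The difference for incongruent genes more accessible in beta than delta cells reversed to -4.84 points.

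Requiring at least 0.5 of a region to be covered gave an intronic share of open regions of 26.2% in alpha cells, promoter-proximal shares of the selective sets of 34.2%, 16.9%, 26.6%, 20.1%, 18.1%, and 29.2%, and distal-intergenic shares of 29.9%, 48.1%, 34.4%, 38.6%, 47.4%, and 32.0%. The TSS peak differences of congruent genes between alpha and delta cells rose to 28.3 points in alpha and 30.3 points in delta cells. Keeping consensus regions of at least 3 libraries left 68189. With promoters limited to 3 kb upstream, the promoter-proximal share of open regions was 37.1% in alpha cells and the intronic share 29.7% in alpha, 29.1% in beta, and 29.8% in delta cells. The promoter-proximal shares of the selective sets were 17.5%, 9.80%, 14.9%, 12.4%, 10.4%, and 16.8%, and the distal-intergenic shares 34.4%, 49.9%, 37.2%, 40.0%, 49.1%, and 34.7%. With protein-coding genes alone, the promoter-proximal share of open regions was 36.8% in alpha cells, the intronic share 25.1% in alpha and 25.1% in delta cells, and the distal-intergenic share 35.3% in alpha, 43.5% in beta, and 36.1% in delta cells. The selective sets then had promoter-proximal shares of 19.0%, 9.31%, 15.9%, 12.5%, 10.2%, and 18.0% and distal-intergenic shares of 43.3%, 59.2%, 46.1%, 49.2%, 58.5%, and 43.9%. Both choices annotate fewer bases as promoter, which by construction moves regions to other classes.

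Requiring a peak in every replicate of a cell type leaves its 2-replicate sets as they were and changes only the beta-selective sets, to 2158 beta-selective against alpha and 1332 beta-selective against delta cells. Their promoter-proximal shares were 17.3% and 19.0%, and their distal-intergenic shares 45.6% and 44.9%. Allowing a peak in 1 replicate of the compared cell type admits more regions and gave 17590 alpha-selective against beta, 15014 alpha-selective against delta, 14409 delta-selective against alpha, 26859 beta-selective against delta, and 15645 delta-selective against beta cells. The promoter-proximal shares of the selective sets were 27.7%, 18.5%, 26.3%, 22.1%, 19.9%, and 27.0%, and the distal-intergenic shares 32.9%, 46.1%, 34.4%, 37.5%, 45.3%, and 33.2%. For incongruent genes more accessible in delta than beta cells, the TSS peak difference reversed to -5.23 points with a TSS window of 3 kb and to -2.61 points with any transcript start.

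Leaving out 1 library at a time moved the counts of open regions over ranges of 45594 to 131151 in alpha, 26788 to 56240 in beta, and 45225 to 158066 in delta cells. The low beta counts are those without beta 1 (26788) and beta 3 (35686). For a cell type with 2 replicates, the remaining list stands alone and its count rises by construction. The promoter-proximal share of open regions ranged from 26.4% to 43.5% in alpha, 36.4% to 49.8% in beta, and 24.3% to 42.7% in delta cells. The intronic share of open regions ranged from 26.4% to 31.9% in alpha, 21.1% to 26.0% in beta, and 26.5% to 30.0% in delta cells. The distal-intergenic share of open regions ranged from 26.9% to 38.5% in alpha, 26.4% to 34.4% in beta, and 27.7% to 42.6% in delta cells. Consensus regions ranged from 90335 to 125266. The per-library tests of class shares had exact permutation p-values of 0.667 to 0.933, 0.133 to 0.333, and 0.4 to 0.8 for promoter-proximal, intronic, and distal-intergenic shares without each beta library, and none was computed without an alpha or delta library.

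Over the same fits, the numbers of selective regions ranged from 7403 to 73521 for the alpha set against beta cells, 3566 to 25085 for the beta set against alpha cells, 7189 to 82397 for the alpha set against delta cells, 6888 to 101476 for the delta set against alpha cells, 2598 to 24205 for the beta set against delta cells, and 6699 to 91005 for the delta set against beta cells. The promoter-proximal shares of the 6 selective sets ranged from 16.9% to 28.9%, 15.3% to 18.8%, 16.2% to 26.3%, 14.8% to 22.8%, 15.8% to 20.7%, and 16.0% to 28.2%. The distal-intergenic shares of the 6 selective sets ranged from 32.1% to 44.4%, 45.0% to 52.4%, 34.6% to 45.1%, 37.1% to 50.5%, 44.0% to 52.2%, and 32.7% to 49.0%. The promoter-proximal difference ranged from -1.46 to 13.5 points for alpha minus beta, from -6.57 to 9.56 for alpha minus delta, and from -12.4 to 2.44 for beta minus delta cells. It reversed to -1.46 without alpha 2 in the alpha and beta pair, to -1.21 without alpha 1 and -6.57 without alpha 2 in the alpha and delta pair, and to 2.44 without delta 2 in the beta and delta pair. The distal-intergenic difference ranged from -20.2 to -2.29, -15.1 to 7.99, and -2.14 to 19.4 points in the same order. It reversed to 2.72 without alpha 1 and 7.99 without alpha 2 in the alpha and delta pair, and to -2.14 without delta 2 in the beta and delta pair. In each reversal a single list replaced a pair of lists, so the set held peaks that no second replicate shares. The other alternatives kept the direction of these 6 differences.

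For genes of Dataset-S2, the percentage of genes with a TSS peak in the more accessible minus the other cell type was also recomputed without each library. Between alpha and beta cells it ranged from 12.2 to 25.5 points for congruent alpha genes, 0.957 to 18.2 for congruent beta genes, 5.80 to 28.7 for incongruent genes more accessible in alpha, and -3.59 to 5.56 for those more accessible in beta cells. Between alpha and delta cells it ranged from 4.42 to 26.1 points for congruent alpha genes, 5.71 to 25.1 for congruent delta genes, -2.80 to 23.8 for incongruent genes more accessible in alpha, and -9.68 to 3.23 for those more accessible in delta cells. Between beta and delta cells it ranged from -2.60 to 14.9 points for congruent beta genes, 16.0 to 33.9 for congruent delta genes, -6.77 to 6.77 for incongruent genes more accessible in beta, and 1.31 to 12.4 for those more accessible in delta cells. Reversals were -3.59 without alpha 1, -1.96 without beta 1, and -1.96 without beta 3 for incongruent genes more accessible in beta than alpha cells. They were 3.23 without delta 1 and 3.23 without delta 2 for incongruent genes more accessible in delta than alpha cells. They were -2.80 without delta 2 for incongruent genes more accessible in alpha than delta cells. They were -2.60 without beta 1 and -2.23 without beta 3 for congruent genes more accessible in beta than delta cells. They were -6.77 without beta 1, -3.87 without beta 3, and -4.84 without delta 2 for incongruent genes more accessible in beta than delta cells. The differences that did not reverse without any library were those of congruent genes between alpha and beta cells and between alpha and delta cells, of congruent delta genes against beta cells, of incongruent genes more accessible in alpha than beta cells, and of incongruent genes more accessible in delta than beta cells.

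Leaving a library out cannot change the calls of the others, so only the other alternatives are counted here. Of the recomputed calls at the TSS of named genes, 93 differed in at least 1 library from those with all peaks and a window of 1 kb, and 97 did not. Of the recomputed calls at enhancer regions, 9 differed and 15 did not. A -log10 q of at least 2 changed the calls of 25 of the 38 named genes, and a TSS window of 3 kb those of 19. The 3 beta libraries had the fewest peaks with a -log10 q of at least 2, and an absent peak shows that none was called in that library and not that the chromatin was closed.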

Differences from the paper's values

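The shares of Dataset-S2 genes with a TSS peak by other windows were computed after the 1 kb values had been seen. The lowest promoter-proximal share of open regions among the 3 cell types was 36.4%, in beta cells, against the paper's 21.98%. Of the alternatives set before the data were examined, the lowest share came within 1.5 times the paper's value without alpha 1 (29.9%), without alpha 2 (26.4%), without delta 2 (24.3%), with promoters 3 kb upstream only (29.8%), and with protein-coding genes only (29.5%). It did not with a -log10 q of at least 2 (50.1%), 50000 peaks per list (48.7%), or at least 0.5 of a region covered (36.9%), nor without beta 1, beta 2, beta 3, or delta 1. The highest share was 43.5%, in alpha cells, against the paper's 24.88%. Promoters 3 kb upstream only (37.1%) and protein-coding genes only (36.8%) came within 1.5 times the paper's value, and no other alternative did. Counted over all peaks of each library, the mean share was 28.1% in alpha, 24.6% in beta, and 29.7% in delta cells. These means lie nearer to the paper's values than the shares of open regions, with single libraries between 16.3% and 35.0%.

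The promoter-proximal share of the genome was 15.1%, against the paper's 2.41%. Promoters 3 kb upstream only gave 8.57% and protein-coding genes only 9.05%, and neither closed the gap. Among regions selective for delta over alpha cells, 19.3% were promoter-proximal, against the paper's 9.56% of delta-enriched peaks. Of the alternatives set before the data were examined, promoters 3 kb upstream only (12.4%) and protein-coding genes only (12.5%) came within 1.5 times the paper's value, and no other alternative did.

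The paper states that most of the genes enriched in each cell type have a promoter-proximal peak. Over all matched genes of Dataset-S2, the share with a peak within 1 kb of the 5' end in at least 2 replicates of the cell type with the higher expression was 40.0% in alpha, 50.1% in beta, and 46.0% in delta cells. A window of 3 kb brought it to 51.8%, 64.2%, and 55.9%, a majority in each. Congruent and incongruent genes are counted together in these shares, and the enriched genes that the paper means may be another set. The paper states that incongruent genes between alpha and beta cells were mainly those repressed in alpha cells. In its Dataset-S2, 296 of these genes (47.6%) are more accessible in alpha and 326 (52.4%) in beta cells. A gene was counted here as repressed in a cell type when its TSS was more accessible and its expression lower there, and whether the paper counted the same genes is not known. The paper states that few repressed genes were open in beta cells in the comparison with delta cells, and in its Dataset-S2, 335 incongruent genes (68.2%) are more accessible in beta and 156 (31.8%) in delta cells. Between alpha and delta cells, the paper describes repressed genes as more evenly divided. In its Dataset-S2, 144 incongruent genes of this pair (80.9%) are more accessible in alpha and 34 (19.1%) in delta cells. The paper states that the Slc35d2 enhancer lies on the sixth exon of the gene, and no library had a peak on the sixth exon of its longest annotated transcript. The listed Slc35d2 entry, outside that exon, had a peak in all 3 beta replicates and in no alpha or delta replicate. The paper describes a delta-unique enhancer about 21 kb upstream of Gm20745. In a window 20 to 22 kb upstream of its annotated 5' end, delta 1 and beta 1 had a peak, neither with a -log10 q of at least 2, and whether the window is the paper's region is not known.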

Other observations

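The test of list length for the promoter-proximal difference, and the use of any transcript start in the test of Ins1, were chosen after the results were seen.

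Libraries of a cell type shared more regions than libraries of different cell types mainly at stricter thresholds. Candidate explanations were the long list of beta 1 and weak calls in all lists. Without beta 1 the difference in the Jaccard index within minus between cell types rose from 0.0227 to 0.0930, the largest of the 7 values with 1 library left out. Weak calls in the other lists may add to it, since without beta 1 a -log10 q of at least 2 raised the difference by a further 0.0373, to 0.130. With 6 assignments of 90 as large in both cases (one-sided exact permutation p = 0.0667, the smallest possible), neither value passes 0.05.

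Alpha-selective regions were promoter-proximal more often than beta-selective regions, by 9.44 percentage points. The length of the beta 1 list is argued against as the cause, because with 50000 peaks in every list the difference was 12.4 points. Wider peaks in the alpha libraries are argued against as well, because within 5 width classes the mean difference was 9.07 points. A chance split of the libraries, differences in depth, and a difference between alpha and beta cells stay open, and without alpha 2 the difference was -1.46 points.

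As many selective regions as in the real split arose in 2 of the 10 splits of the alpha and beta libraries, 1 of the 3 splits of the alpha and delta libraries, and 4 of the 10 splits of the beta and delta libraries. Splits as few as these never give a share under 0.05, so a chance split of the libraries cannot be told apart from cell type in these counts.

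Ins1 (ENSMUSG00000035804.5, chromosome 19, 52264297 to 52265476, plus strand) had a TSS peak in all 7 libraries, although insulin marks beta cells. In the 4 alpha and delta lists the percentile of the Ins1 peak lay between 13.9 and 77.2. The reporter transgene carries an Ins1 promoter, and reads from its copies may add to this peak. If so, Ins1 would rank above Ins2 in these lists, and it did so in 3 of the 4, by a median of 37.3 percentiles with any transcript start counted and 0 where no peak was called. The same held in all 3 beta lists, with a median difference of 41.4, and Ins2 had a peak in 1 of the 4 lists, so the transgene, beta cells among the sorted cells, and an open Ins1 locus cannot be told apart.

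Dataset-S2 lists many incongruent genes with a more accessible TSS in beta cells. An explanation tested was that these TSS are not open in beta cells. A TSS peak was more frequent in beta than alpha cells by 5.56 percentage points for the 306 matched genes of the alpha comparison, and more frequent in beta than delta cells by 6.77 points for the 310 of the delta comparison. The rule was at least 2 of 3 lists in beta cells and both lists in the others, which is easier for beta cells. Without beta 1 the differences were -1.96 and -6.77 points, and without beta 3 they were -1.96 and -3.87. Both remaining beta lists then needed a peak, so the beta share could not rise. Without alpha 1 (-3.59) or delta 2 (-4.84) a single list decided for the compared cell type, so its share could not fall. These reversals therefore do not decide between the explanation and a higher accessibility in beta cells. A TSS peak in at least 2 beta replicates was found at 22.5% and 25.2% of these genes, against 56.1% of all protein-coding genes. An absent call does not show closed chromatin, so the explanation stays open.

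The genes chosen by rule for alpha cells were Adora2b, Dpp7, and Ccdc57, from 74 candidates, with percentiles of 74.6 to 79.7 in the alpha lists. Those for beta cells were Gm16223, Penk, and Bank1, from 22 candidates, with percentiles of 45.3 to 97.7 in the beta lists. Those for delta cells were Nsg1, Krtap6-2, and Cd47, from 26 candidates, with percentiles of 61.6 to 91.6 in the delta lists. With a TSS window of 3 kb, Penk had a peak in all 7 libraries, and with any transcript start, so did Cd47. Among peaks with a -log10 q of at least 2, Penk and Bank1 had a TSS peak in 2 beta libraries and Krtap6-2 in 1 delta library. Xist, included as a check of sex, had a TSS peak in delta 1 alone, a female library, and in neither of the other 2 female libraries. With a TSS window of 3 kb, Xist had a peak in 1 alpha, 1 beta, and 1 delta library.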
